# Transcriptional Profiling of Mouse Uterus at Pre-Implantation Stage under VEGF Repression

**DOI:** 10.1371/journal.pone.0057287

**Published:** 2013-02-28

**Authors:** Yan Ji, Xiaodan Lu, Qingping Zhong, Peng Liu, Yao An, Yuntao Zhang, Shujie Zhang, Ruirui Jia, Isaias G. Tesfamariam, Abraha G. Kahsay, Luqing Zhang, Wensheng Zhu, Yaowu Zheng

## Abstract

Uterus development during pre-implantation stage affects implantation process and embryo growth. Aberrant uterus development is associated with many human reproductive diseases. Among the factors regulating uterus development, vascular remodeling promoters are critical for uterus function and fertility. Vascular endothelial growth factor (VEGF), as one of the major members, has been found to be important in endothelial cell growth and blood vessel development, as well as in non-endothelial cells. VEGF mediation in reproduction has been broadly studied, but VEGF-induced transcriptional machinery during implantation window has not been systematically studied. In this study, a genetically repressed VEGF mouse model was used to analyze uterus transcriptome at gestation 2.5 (G2.5) by Solexa/Illumina’s digital gene expression (DGE) system. A number of 831 uterus-specific and 2398 VEGF-regulated genes were identified. Gene ontology (GO) analysis indicated that genes actively involved in uterus development were members of collagen biosynthesis, cell proliferation and cell apoptosis. Uterus-specific genes were enriched in activities of phosphatidyl inositol phosphate kinase, histone H3-K36 demethylation and protein acetylation. Among VEGF-regulated genes, up-regulated were associated with RNA polymerase III activity while down-regulated were strongly related with muscle development. Comparable numbers of antisense transcripts were identified. Expression levels of the antisense transcripts were found tightly correlated with their sense expression levels, an indication of possibly non-specific transcripts generated around the active promoters and enhancers. The antisense transcripts with exceptionally high or low expression levels and the antisense transcripts under VEGF regulation were also identified. These transcripts may be important candidates in regulation of uterus development. This study provides a global survey on genes and antisense transcripts regulated by VEGF in the pre-implantation stage. Results will contribute to further study the candidate genes and pathways in regulating implantation process and related diseases.

## Introduction

Infertility has been a serious global problem, especially in developed countries [1]. The World Health Organization estimates that 8–12% of all couples experience infertility worldwide and about 40 million couples undergo infertility in China. Of the pregnancies that are lost, 75% represents a failure of implantation. Implantation failure is a major factor in assisted reproduction [2]. Extensive prenatal mortality has been observed in farm animals [3]. Ruminants experience relatively high levels of pregnancy loss during the pre-implantation period. Prenatal death results in reducing litter size in pigs and prolific sheep. Most of these embryonic loss also happen in implantation stages [4]. Failure in implantation leads to an increased interval between births and economic loss of farm [3].

Implantation is a critical process where conceptus comes close to and initiates development at endometrial epithelium surface [5]. A complex network of signaling molecules, adhesive factors and functional effectors may be involved during the process. Signaling molecules such as transforming growth factor betas (TGFβs), integrins and VEGF have been documented but the complete picture is still missing [6], [7], [8]. VEGF is essential for embryonic vasculogenesis and angiogenesis, as well as tumor angiogenesis [9], [10], [11]. Proper level of VEGF expression is required for implantation [12], [13].

High-throughput sequencing technology has been broadly used for transcriptome analysis [14]. Taking advantage of the Solexa/Illumina Genome Analyzer platform, we performed transcriptional profiling on the VEGF-normal (Dox+) and VEGF-repressed (Dox**−**) mouse uteri. The DGE tag profiling allows us to analyze gene expression level of these samples in full scale [15], [16], [17]. Based on the data, uterus-expressed genes, uterus-specific genes and VEGF-regulated genes were analyzed. Related signaling pathways were evaluated.

## Materials and Methods

### Ethics Statement

Animals were maintained in the animal facility following the guidelines of Laboratory Animal Resource Center of Northeast Normal University, originally developed and supervised by the China Council on Animal Care, and protocol approved by the Committee on Animal Research of Jilin Province. The mice were kept in pathogen-free animal facilities in Northeast Normal University, 12 h light/dark cycles and free access to food and water. Mice were anesthetized before sacrificing with 1% pelltobarbitalum natricum at the dose of 10 mg/kg.

### Animal and Tissue Collection

Double transgenic mice VEGF^tetO/tetO^/β-actin-tetR-Krab (βAK^tg/wt^) were generated as described previously [18], [19]. In brief, four copies of tet operator (tetO) sequences were inserted into the promoter region of VEGF by gene targeting (VEGF^tetO^). The transgenic mice carrying universal expression of tetR-Krab fusion protein were generated by pronuclei DNA injection (β-actin-tetR-Krab). By crossing two lines, VEGF expression was under control of tetracycline (Figure 1A). When tetracycline is absent (Dox**−**), tetR-Krab fusion protein binds to VEGF promoter region and blocks VEGF expression. All the embryos die at E10.5. When tetracycline is administered in the food (Dox+), tetR-Krab fusion protein binds to tetracycline and falls off VEGF promoter VEGF expression goes back to the normal, following Mendel inheritance. These mice were phenotypically normal. The propagation of double transgenic mice in this experiment, therefore, was maintained on doxycycline food (200 mg/kg), a tetracycline analogue. Doxycycline was removed at the age of 3–4 weeks and total RNA was isolated from littermates of Dox+ and Dox**−** uteri after 6 weeks. All the mice (Dox+ and Dox**−**) used were littermates and analyzed at the age of 9–10 weeks. Double transgenic females (VEGF^tetO/tetO^/βAK^tg/wt^) were set for timed mating with VEGF males (VEGF^tetO/tetO^). The day of detecting vaginal plugs was designated as G0.5. Animals were euthanized and tissues were collected at G2.5. Uterine samples from two groups Dox+ and Dox**−** were collected for RNA isolation.

**Figure 1:**
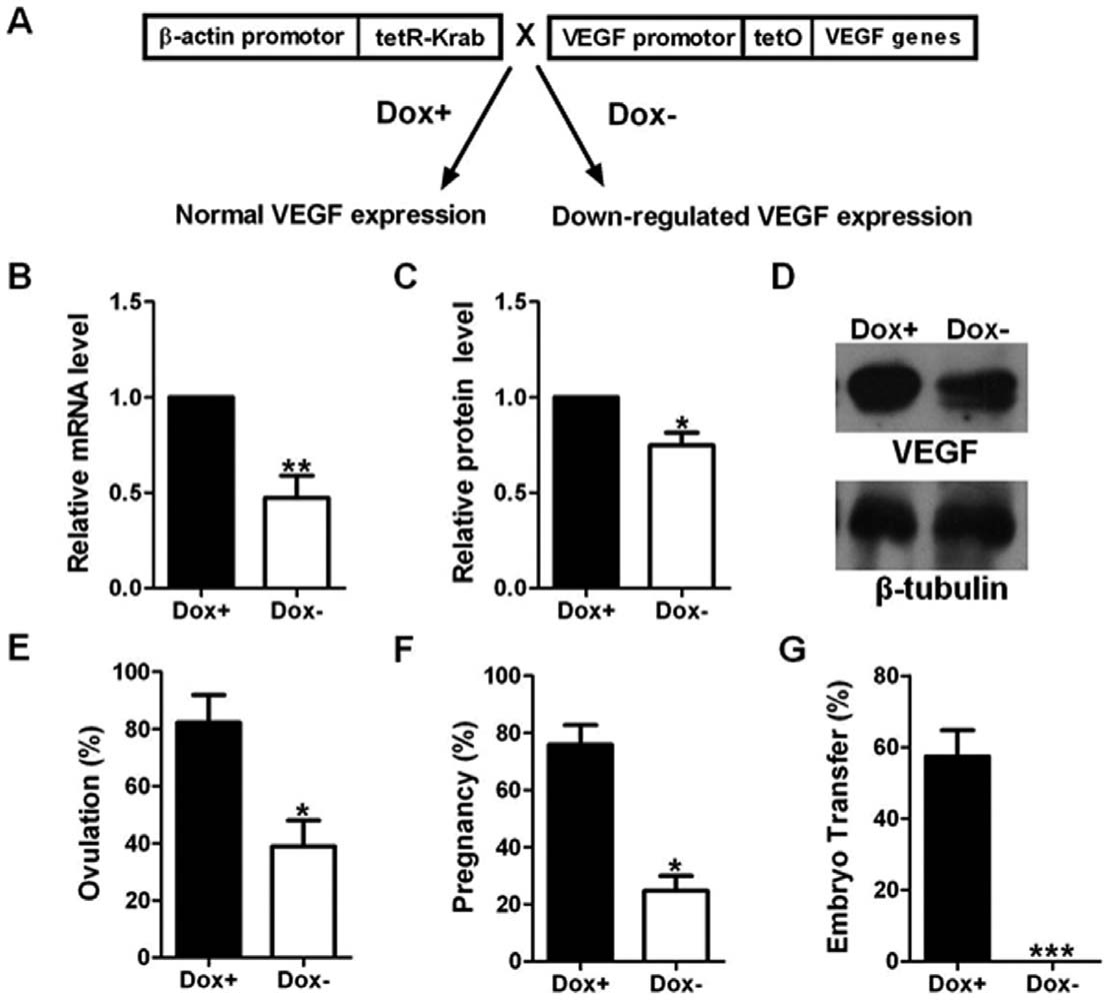
VEGF repression effect on ovulation, pregnancy and implantation rate. (**A**) Reversible repression system of VEGF gene expression. (**B**) Relative VEGF mRNA levels by qPCR (n = 5). (**C**, **D**) Protein expression by Western blot analysis and the quantification (n = 3). (**E**) Embryo collection at E3.5 (n = 45). (**F**) Embryo dissection at E9.5 (n = 11). (**G**) Embryo transfer experiment (n = 22). Dox+ represented mouse chow with 200 mg/kg doxycycline. Dox**−** represented regular mouse chow. Data are presented as mean ± SEM. *P<0.05, **P<0.005, ***P<0.001.

### Ovulation, Implantation and Embryo Transfer Studies

Double transgenic females (VEGF^tetO/tetO^/βAK^tg/wt^) without doxycycline food (Dox**−**) were mated with VEGF male mice (VEGF^tetO/tetO^). Mice were genotyped by PCR tetO insertion region and presence of tetR as described previously [18]. VEGF^ tetO/tetO^ mice were phenotypically normal as wild type. Mice were euthanized and uteri were excised at G3.5 and G9.5. M2 solution (Sigma) was used to flush the G3.5 uteri and for blastocyst collection. Blastocysts were harvested and counted using an OLYMPUS DP72 scope. Ovulation of VEGF^ tetO/tetO^/βAK^tg/wt^ mating on doxycycline food (Dox+) was used as a positive control.

Due to the combination of problems in ovulation and implantation in lower pregnancy of Dox**−**, the implantation efficiency was evaluated by transferring wild type (VEGF^tetO/tetO^) blastocysts (E3.5) into pseudo-pregnant females of VEGF^tetO/tetO^/βAK^tg/wt^ with (Dox+) and without (Dox−) doxycycline food at G3.5. For the timed mating, vaginal plug was checked and designated as G0.5. Implantation site was confirmed at G9.5 by embryo dissection. Presence of developing embryo was considered as successful implantation and absence was considered as failure in implantation.

### Samples Preparation for High throughput RNA Tag Sequencing

Total RNA was isolated from VEGF repressed (Dox**−**) and control (Dox+) uteri. Further sample processes were performed by following manufacturer’s instructions and subjected to Solexa/Illumina sequencing. Total RNA was isolated from three uteri of Dox+ and Dox**−** at G2.5 using RNAiso™ Plus (TAKARA). The RNA was treated with RNase-free DNase to remove potential genomic DNA contamination. RNA integrity and concentration were confirmed by gel electrophoresis and Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). For RNA library construction and deep sequencing, 6 µg of total RNA from three individual Dox+ and Dox**−** uteri were pooled. All procedures were performed by following the manufacturer’s instruction.

### Sequencing Data Analysis

A reference tag database (Unigene) which included 22198 sequences from *Mus musculus* was used for tag alignment (http://hgdownload.cse.ucsc.edu/goldenPath/mm9/bigZips/refMrna.fa.gz). To produce total clean tags, adaptor only, low quality sequences and tags with copy number less than 2 were removed. The copy number corresponding to each gene was counted and standardized. Clean tags were calculated and normalized to Transcripts Per Million (TPM) for comparison between samples. Both sense and antisense sequence tags were collected and searched against the reference tags. The unambiguous tags were annotated. Raw data has been deposited to GEO database under submission number GSE43351.

### Analysis of Uterus-expressed Genes

Dox+ group, which was considered as wild type like group, was used to represent uterus-expressed genes. Genes with copy number ≥100 were considered as meaningfully expressed genes and were used for further analysis.

### Identification of Uterus-specific Genes

To identify uterus-specific genes, uterus-expressed genes were compared with those genes expressed in the brain, liver, and muscle respectively. Considering most genes were expressed at very low levels and may not represent significant biologic effectors, the cutoff of ≥100 greatly reduced gene numbers by more than 50%. The data cutoff of other tissues was also reset accordingly. The genes present only in uterus were considered as uterus-specific.

### Analysis of VEGF-regulated Gene

To compare differentially expressed genes between the two samples (Dox+ and Dox**−**), genes with combined copy number of Dox+ and Dox**−** ≥200 were selected. A statistical analysis of VEGF-regulated genes was performed according to the method described by Audic *et al* [20]. False discovery rate (FDR) was used to determine the threshold of P-value in multiple test and analysis. We used P-value <0.05, FDR <0.05 and the absolute value of log2^Ratio^ change >0.5 to set the cutoff of VEGF-regulated genes.

### GO Analysis and Signaling Pathway Analysis

We have used GOrilla [21], David [22], Gprofiler [23] and Funnet [24] to analyze biological processes (BP), cellular components (CC) and molecular functions (MF). GO annotation showed similar results and all the results were presented based on GOrilla analysis. Within the significant category, the enrichment was given by: 

 (Re = Enrichment), *n_f_* is the number of flagged proteins within the particular category, *n* is the total number of proteins within the same category, *N_f_* is the number of flagged proteins in the reference database list, *N* is the number of proteins in the gene reference database list.

Pathway analysis was based on the Kyoto Encyclopedia of Gene Genomics (KEGG) database [25]. Two-side Fisher’s exact test with multiple testing and χ^2^ test were used to classify the pathway category. Pathway categories that had a P-value <0.05 were selected.

FDR was used to correct the P-value. GO and KEGG analysis has satisfaction values of P<0.05 and FDR <0.05.

### Analysis of Antisense Transcripts

Dox+ and Dox**−** antisense transcripts with copy number ≥100 were analyzed.

### Validation of Gene Expression

Differential expression of VEGF-regulated genes was validated by quantitative real time PCR (qPCR). The RNA samples used for qPCR analysis were isolated from Dox+ and Dox**−** uteri at G2.5 according to previously described method [19]. For the first-strand cDNA synthesis, 1 µg total RNA was reversibly transcribed with RT kit (RNAiso™ Plus) from TAKARA. Primers were synthesized by Genewiz (Suzhou, China). Gene expression was assessed by qPCR using LightCycler 480 Sequence Detective System (Roche) and SYBR Green (TOYOBO). All PCR results were normalized to the expression level of 18S. Relative expression level was calculated with 2^−ΔΔCt^ value method. Data were presented as mean ± SEM of triplicate samples and repeats of 3 times. PCR primers were listed in Table S7.

### Statistical Analysis

Data were shown as mean ± SEM. Student’s t-test was used to calculate the statistical significance of experimental results. P-value <0.05 is considered statistically significant.

## Results

### VEGF Repression Caused Implantation Failure

A genetic mouse model of reversible VEGF repression was used in this study (Figure 1A) [18], [19], [26]. VEGF mRNA expression levels among different tissues have been determined by qPCR (data not shown). VEGF mRNA expression level was down-regulated by 54% (Figure 1B) and protein expression level by 33% (Figure 1C and 1D) in uterus after removing doxycycline (Dox**−**). VEGF repressed mice showed lower efficiency of pregnancy, about 24.7% of normal (Figure 1F), which was determined by embryo dissection at G9.5. In order to determine whether ovulation or implantation has caused the decrease in live birth, ovulation was determined by collecting embryos at E3.5 and the implantation efficiency was evaluated by transferring wild type blastocysts (E3.5) into pseudo-pregnant females with and without doxycycline food (Dox+ and Dox**−**) at G3.5. VEGF repression has caused a decrease in both ovulation and implantation. Ovulation was decreased by 38.9% (Figure 1E). No implantation was detected in Dox**−** while control (Dox+) showed 58% of implantation efficiency (Figure 1G).

### Tag Mapping and Data Evaluation

Results were summarized in Table S1. Over 6 million raw tags were obtained from each sample. 

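Digital gene expression (DGE) profiling counts short sequence tags and assigns each to a gene by its match to a reference tag database, so that a gene's copy number is the number of its tags in a library. Dox+ mice ate chow with 200 mg/kg doxycycline and kept VEGF expression, and Dox− mice ate regular chow, on which the tetR-Krab fusion protein represses VEGF. For each condition, 6 µg of total RNA from 3 uteri collected at G2.5 was pooled, and 1 library was sequenced. With 1 library per condition a difference has no replicate check, and the 3 pooled uteri are not separate measurements. Table S1 gives 6143402 raw tags and 5985925 clean tags for the Dox+ library and 6025112 raw tags and 5844314 clean tags for the Dox− library. The authors removed adaptor-only and low quality tags and tags seen only once, aligned the rest to mouse reference transcripts of build mm9, and counted unambiguous tags per gene. Their deposited table lists 14678 genes with the copy number and the TPM of each in both libraries, the ratio and log2 ratio, a P-value and an FDR. The copy numbers summed to 4437506 in Dox+ and 4218459 in Dox−, which were 74.1% and 72.2% of the clean tags. All of the 27998 TPM values of genes with a tag equalled the copy number per 1000000 clean tags after rounding. Genes without a tag carry a TPM of 0.01. The 10 genes with the most copies held 7.01% of the counted tags in Dox+ and 6.36% in Dox−. Fold changes were computed from the copy numbers as the ratio of the tags of a gene to the clean tags of the library, without a pseudocount. Their 95% intervals are exact Clopper-Pearson intervals of the split of a gene's tags between the libraries, and they cover counting error only. A library with 3 copies or fewer of a gene was set to 3 copies, equal to 0.501 TPM in Dox+ and 0.513 TPM in Dox−. The fold change is then a lower bound of the ratio of the observed copies. It does not allow for counting error, which can reach below it. Chromosome positions are on NCBIM37, the assembly called mm9 by the UCSC browser, from a match of 14326 of the genes to the GENCODE annotation of that assembly.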

Saturation analysis of the libraries was shown in Figure S1. The number of total tags obtained was much higher than required to saturate. After filtering out low quality tags, adaptor only tags and tags appeared only once, over 97% of tags were retained from both Dox+ and Dox**−** tag libraries. These tags were defined clean tags for further analysis. Total mapped tags were 86.96% and 85.34%, equal to distinct tags 62.89% and 67.80% to the reference library (Unigene database). Here the total tags represent total number of tags and the distinct tags represent total kinds of tags. The unambiguously mapped total tags, the tags map to only one gene, were 81.01% and 79.29%, and distinct tags were 60.85% and 65.67%. There were 6.48% and 7.46% unknown total tags, 19.76% and 15.36% of unknown distinct tags. Most of the unknown tags were expressed at relatively lower levels. Some of those genes expressed at low levels may represent background expression. Others may come from the incomplete documentation of expressed transcripts of the Unigene database (Table S1 and Figure S2).

The genes with expression copy number of less than 100 composed more than 50% (55.71% and 56.00%) of the total genes (Table 1). These genes may represent genes of background expression, non-specific expression, or transient expression. 

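Of the genes in the table, 7550 had 2 to 99 copies in the Dox+ library and 7491 in the Dox− library, 51.4% and 51.0% of the total. In Dox+ 4883 genes had 100 to 499 copies, and in Dox− 4876 did. A further 628 genes in Dox+ and 730 in Dox− had no tag, and no gene had exactly 1 copy. The class from 2 to 99 copies was thus the largest in both libraries. The classes are of raw copy numbers, and the choice of unit moved them most. With TPM in place of copies, the class from 100 to 499 held 1121 genes in Dox+ and 1147 in Dox−.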

For effective analysis, we removed those genes in the following studies. 

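At 500 copies or more there were 1617 genes in the Dox+ library and 1581 in the Dox− library, or 11.0% and 10.8% of the genes in the table. On the scale of TPM, 183 genes of Dox+ and 179 of Dox− reached 500.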

About 11% (11.02% and 10.78%) genes have copy number of more than 500 copies.

**Table 1:** Gene expression levels classified by copy number.

Copy Number	Number of Genesin Dox+ sample	% of total genes	Number of genesin Dox− sample	% of total genes
2–99 copies	7550	55.71	7491	56.00
100–499 copies	4883	33.27	4876	33.22
≥500 copies	1617	11.02	1581	10.78

### Analysis of Uterus-expressed Genes

For analysis of uterus-expressed genes, genes with 100 copies or more from Dox+ sample library were used. Dox+ sample was considered wild type alike. 

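The Dox+ library held at least 1 tag of 14050 genes, and the median of these genes had 86 copies. Of them, 6500 genes (46.3%) had 100 copies or more and 6464 had more than 100. With the threshold set at 100 TPM, 1304 genes passed.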

Total of 6500 genes were obtained after filtering. Figure 2 represents the result of the GO study. GO assignment was used to classify the function of genes, which can be presented into 3 categories, biological processes, cellular components and molecular functions. 

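Collagen genes were followed with a list written by hand, since the GO enrichment tools and their databases were not used here. Of 43 listed collagen genes, 37 were in the table, 18 had 100 copies or more in Dox+, and 13 of those had 500 or more. Among all genes with a tag in Dox+, 11.5% had 500 copies or more. The 37 genes held 82588 tags, 1.86% of the tags counted in Dox+. Col1a1 had the most copies, followed by Col3a1 with 18514 and Col6a1 with 13371. The 14 genes that the GO column of the table assigns to collagen metabolic process included 6 with 100 copies or more, and they held 0.150% of the counted tags.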

The major biological processes identified were collagen biosynthesis, collagen metabolic process, regulation of actin filament depolymerization, sequestering of actin monomers, protein heterotrimerization, myoblast proliferation and collagen fibril organization. 

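The GO column of the table assigns 11 genes to the mitochondrial proton-transporting ATP synthase complex. All 11 had 100 copies or more in the Dox+ library, 10 of them had 500 or more, and their median was 1856 copies. Of 13 genes assigned to contractile fiber, 8 had 100 copies or more and 3 had 500 or more, and these 13 genes together held 21763 tags.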

The major cellular components were proton-transporting ATP synthase complex, fibrillar collagen, contractile fiber and fascia adherens. 

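Both lactate dehydrogenase genes of the list for pyruvate metabolism stood high in the Dox+ library, Ldha with 5899 copies and Ldhb with 4511. Of 15 genes that the table assigns to MHC protein binding, 9 had 100 copies or more and 7 of those had 500 or more. Of 6 genes assigned to regulation of translational elongation, 5 had 100 copies or more, and together the 6 genes held 29550 tags.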

The molecular functions included lactate dehydrogenase activity, phosphoserine binding, translation elongation factor activities and MHC protein binding.

**Figure 2:**
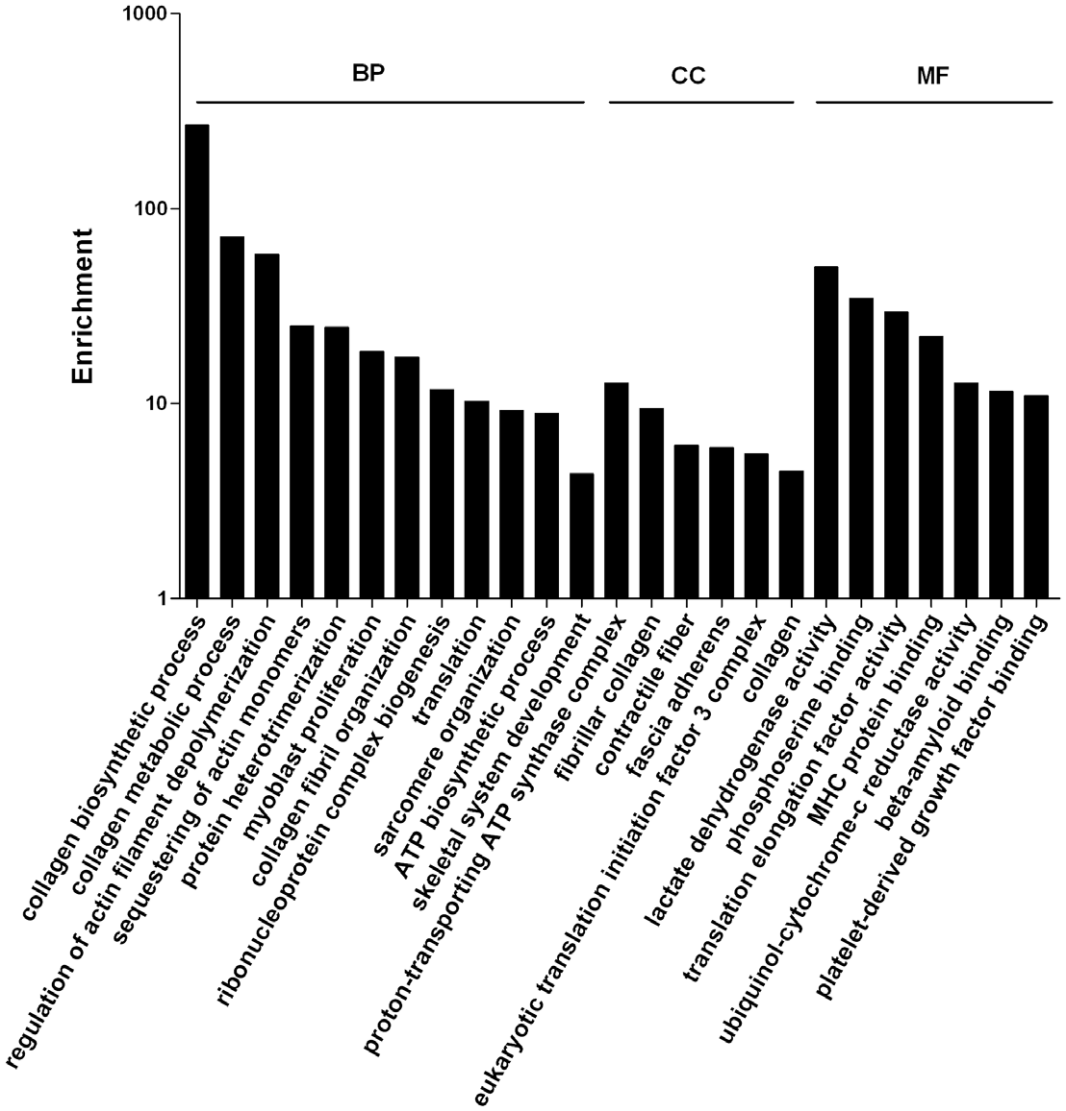
GO analysis of uterus-expressed genes. Genes with expression level higher than 100 copies were used. **BP** represents biological processes, **CC** represents cellular components and **MF** represents molecular functions.

Further analysis indicated that genes with low copy numbers (100–499) were mostly coding for regulatory proteins involved in cell proliferation, transcriptional control and signal transductions (Figure S3). For example, the major biological processes were related to RNA splicing and GTPase activity, and the cellular component was Sin3 complex. 

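In the Dox+ library 46 of the 100 genes assigned to regulation of GTPase activity had 100 copies or more, and only 3 of these had 500 or more, with a median of 97 copies over the genes with a tag. All 7 genes of the Sin3-type complex had 100 copies or more and 2 of them had 500 or more. RNA splicing was different in this respect, since 6 of its 10 genes with 100 copies or more also had 500 or more.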

Genes with high copy numbers (≥500) were mostly coding for structural, metabolizing and translational proteins (Figure S4). 

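The genes with the most copies in the Dox+ library were Rplp1 with 49098 copies, Tmsb4x with 42469, Rps2 with 31446, Tpt1 with 31264, Rn18s with 30650, Ctla2a, Rpl13a with 25315, Sparc with 25262, Col1a1 with 23017 and Rps18 with 22838. Rplp1, Rps2, Rpl13a and Rps18 encode ribosomal proteins, Sparc and Col1a1 encode proteins of the extracellular matrix, and Tmsb4x encodes an actin-sequestering peptide. Rn18s is the 18S ribosomal RNA.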

The most enriched bioprocesses were collagen biosynthesis, metabolism and organization. Genes involved in cellular components and molecular functions were ribosome and translation. 

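Of 83 listed genes of cytosolic ribosomal proteins, 73 were in the table and 68 had 500 copies or more in the Dox+ library. Their median was 9264 copies, and they held 719204 tags, 16.2% of the counted tags. Some of these genes have near-identical copies elsewhere in the genome, and tags that match more than one gene were not counted. The GO column assigns 220 genes to translation, of which 169 had 100 copies or more and 113 had 500 or more.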

Biological pathways were searched in KEGG database (www.genome.jp/kegg/). KEGG analysis indicated that the most enriched genes were involved in protein degradations and the most outstanding pathway was ribosome (Figure S5).

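The median gene of the ribosomal protein list stood at percentile 99.6 of the genes with a tag in Dox+. For protein degradation, 38 of 41 listed proteasome subunits had 100 copies or more in Dox+ and 25 of these had 500 or more. The proteasome list held 0.667% of the counted tags, and its median gene, with 581 copies, stood at percentile 90.3.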

### Analysis of Uterus-specific Genes

To analyze uterus-specific genes, genes with 100 copies or more from Dox+ sample library were used. Genes expressed in the uterus were compared with genes expressed in the liver, muscle and brain [27]. More than 828 uterus-specific genes were identified. GO and signaling pathways were analyzed against these genes. Figure 3 showed that histone demethylation, protein modifications and mRNA processing were the major biological processes. Translation initiation factor 3 complex and Cul4-RING ubiquitin ligase complex were the cellular components. Acetylation, demethylation and signaling kinases were among the active functional molecules. Results indicated that active histone modification and inositol metabolization might be specific and important during the pre-implantation stages. There were active spliceosome, endocytosis and inositol signaling found in the biologic pathways through KEGG analysis (Figure S6).

**Figure 3:**
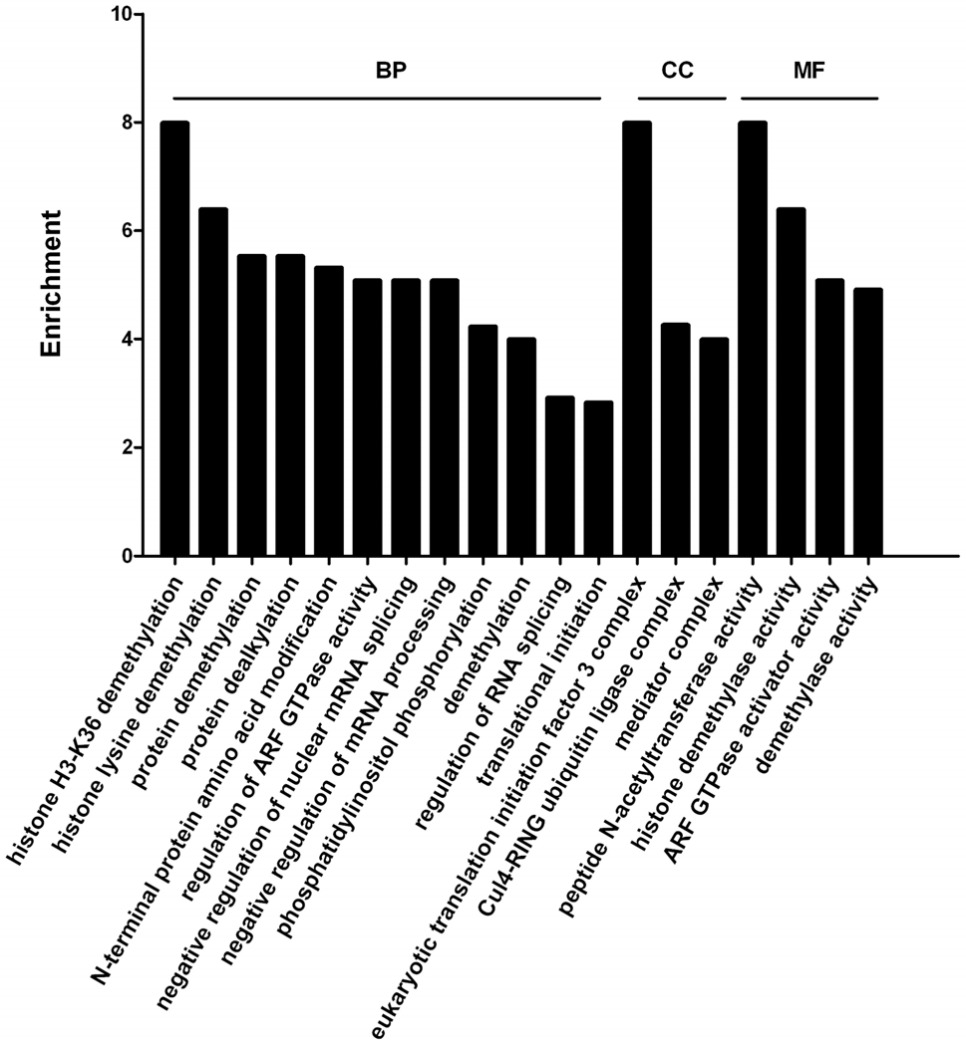
GO analysis of uterus-specific genes. Genes with expression level higher than 100 copies were used. Genes expressed in uterus were compared with genes in the liver, muscle and brain.

### Identification of VEGF-regulated Genes

In order to study the mechanism of VEGF regulating implantation process and identify the genes that VEGF may regulate, the transcription profile of pre-implantation uterus was compared between Dox+ and Dox**−** samples. The cutoff of the combined copy number of each gene was ≥200 and minimum fold change was 1.5. 

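The 6547 genes with a combined copy number of at least 200 were compared with the test of Audic and Claverie, which the methods name. For a gene with a given copy number in Dox+, it gives the probability of the copy number in Dox− if the gene made up the same share of both libraries, with the clean tags as library sizes. The two-sided P-value was 2 times the smaller tail, and the FDR was the Benjamini-Hochberg adjusted value over all genes of the table. The test takes counting error as the sole error, so it compares those libraries, not the conditions. The median log2 ratio of the 6547 genes was 0.03. Libraries were simulated with 200 changed genes and counting error alone. An FDR below 0.05 was reached by 135 of 136 genes changed at least 2-fold. At a fold change of 1.5, 1 of 6365 unchanged genes passed. The simulation held no variation between pools, so it does not measure false calls from that source.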

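At an FDR below 0.05 and a fold change of at least 1.5, 1955 genes differed between the libraries, 994 higher and 961 lower in Dox−. With the threshold of the methods, an absolute log2 ratio above 0.5, there were 2399 genes, 1231 higher and 1168 lower. Scaling with the TMM factors of edgeR in place of the clean tags kept 1886 of the 1955 genes and made 925 of its calls higher and 1020 lower. With no filter on the combined copy number, 4121 genes were called. By ratio, the setting that moved the count most was an assumed variation between pools. With a coefficient of variation of 0.4 in the negative binomial exact test of edgeR, 33 of the 1955 genes were called. The true variation between pools cannot be estimated from 1 library per condition. From the comparison of the transcription profiles of Dox+ and Dox− uteri, the paper proposes genes that VEGF regulates.

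**Figure D1:**
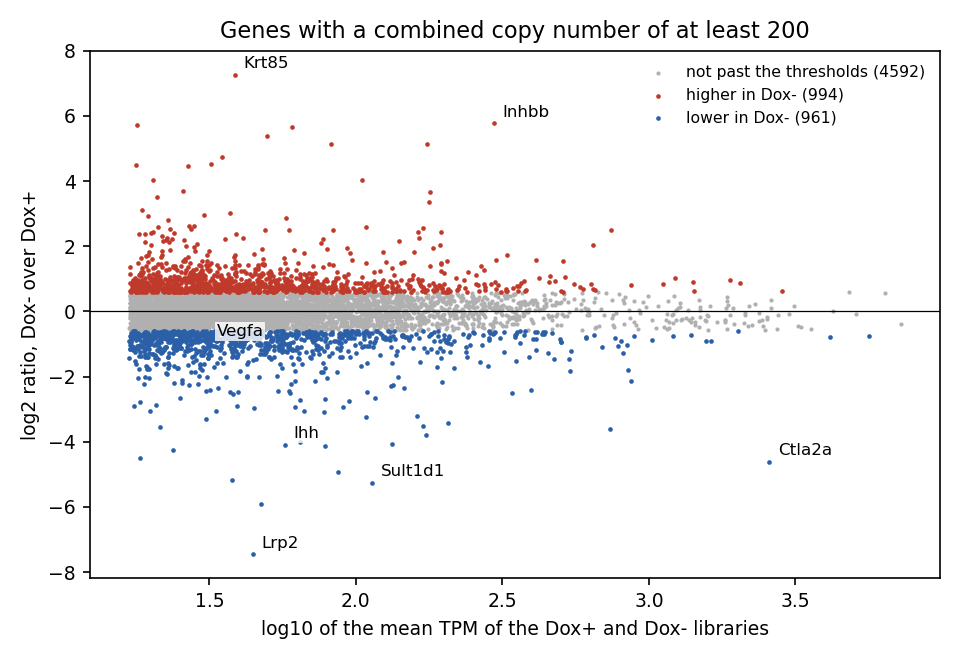
The log2 ratio of Dox− over Dox+ (vertical axis) plotted against the log10 of the mean TPM of both libraries (horizontal axis), with 1 point per gene for the 6547 genes with a combined copy number of at least 200. Red points are the 994 genes higher in Dox− and blue points the 961 lower in Dox− at a fold change of at least 1.5. The points of Krt85 and Lrp2 are lower bounds of their observed fold change, without counting error, because 1 library had 3 copies or fewer.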

A total of 2398 differentially expressed genes, 1231 up- and 1167 down-regulated, were identified. 

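Among the 670 genes with a fold change of at least 2, 302 were higher and 368 lower in Dox−. At a fold change of at least 5 there were 91 genes, 42 higher and 49 lower. All 670 and all 91 genes were also called when a coefficient of variation of 0.1 between pools was assumed. With 0.2 assumed, 321 of the 670 genes and all 91 were called, and with 0.4 assumed 33 of the 91.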

There were 302 up- and 368 down-regulated genes with fold change ≥2, 42 up- and 49 down-regulated genes with fold change ≥5 (Figure S7). 

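Among the genes past the thresholds with at least 3 copies in both libraries, the largest rises in Dox− were those of Inhbb, Crtac1, Spink12, Ptpn5 and Lcn2, and the largest falls those of Angptl7, Sult1d1, Npl, Jam2 and Ctla2a. Inhbb (chromosome 1, 121312042 to 121318825) rose from 63 to 3394 copies, 55.2-fold (95% interval 43.0 to 72.0). Crtac1 (chromosome 19, 42357527 to 42506273) rose from 4 to 205 copies, and its interval, 20.2 to 194, is wide because of the 4 copies. Spink12 rose from 14 to 693 copies, Ptpn5 from 14 to 569 and Lcn2 from 27 to 935, or 50.7-fold, 41.6-fold and 35.5-fold. The intervals of these 5 rises overlap, so that the counts do not settle their order. Angptl7 (chromosome 4, 147869292 to 147874569) fell from 560 to 9 copies, a fold change of 60.8 (31.8 to 134). Npl fell from 439 to 12 copies, 35.7-fold, and Jam2 from 1007 to 32 copies, 30.7-fold (21.6 to 45.2). Lrp2 (chromosome 2, 69262397 to 69424122) had 534 copies in Dox+ and none in Dox−, 173.8-fold lower with Dox− set to 3 copies. In the authors' deposited table its ratio of Dox+ over Dox− is 8921, computed from the TPM of 0.01 written for a gene without a tag.

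**Figure D2:**
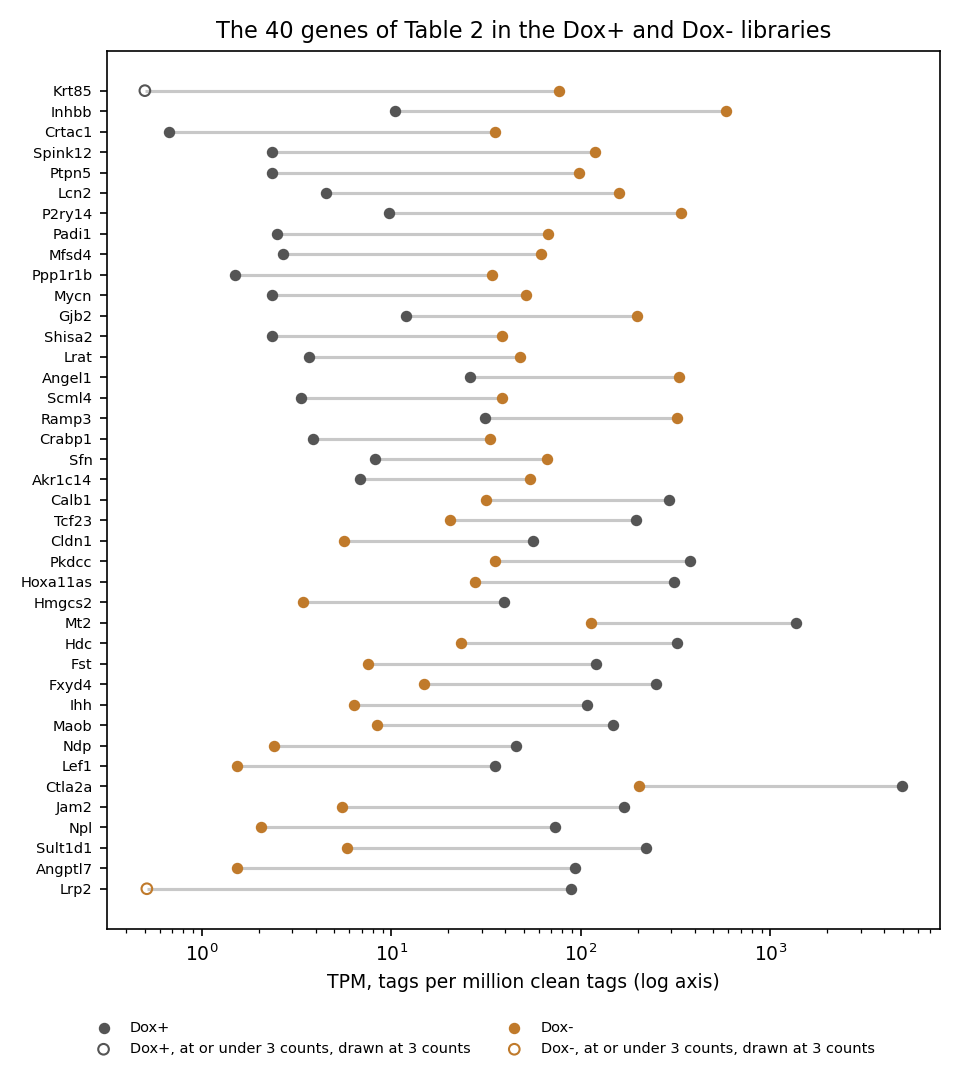
TPM of the 40 genes of Table 2 in the Dox+ library (grey) and the Dox− library (orange), on a log axis, with 1 line per gene from one library to the other. The first 20 genes from the top are higher in Dox− and the other 20 are lower. Open circles mark Krt85 in Dox+ and Lrp2 in Dox−, drawn at 3 copies because they had 2 and 0.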

Highly expressed and VEGF-regulated genes were listed in Table 2, Table S2 and Table S3. 

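Gene lists were compared by the median log2 ratio, Dox− over Dox+, of their members with a combined copy number of at least 200, and by the percentile of that median among the medians of 10000 random lists matched on mean expression. Lists were written by hand for each pathway, and lists of the GO terms were taken from the table. A percentile describes these libraries and is not a P-value. A hand-written list of 22 genes of cytokinesis and mitosis had a median of 0.93, above each of the 10000 random lists. Its 16 genes called higher and 1 called lower compare with 15.2% of all genes called higher and 14.7% called lower. Ccna2, with the most copies of this list, rose from 338 to 666 copies, Cdk1 from 355 to 639 and Cdc20 from 262 to 328. The 5 genes that the table itself assigns to cytokinesis had a median at percentile 43.3, where the middle 95% of the random lists reached from -0.61 to 0.57. For the TGFβ pathway, 35 listed genes included 5 called higher and 7 called lower, with a median at percentile 39.6. Inhbb, Ppp2r1a and Rhoa had the most copies, and Ppp2r1a and Rhoa had log2 ratios of 0.14 and 0.28. The 32 genes of the GO term for TGFβ receptor signaling had a median of 0.22 at percentile 94.0, with 9 called higher and 6 lower. The 20 genes of tissue remodeling stood at percentile 71.3 by the median and 48.1 by the mean, with 1 called higher and 5 lower. The 11 listed subunits of RNA polymerase III stood at percentile 50.0 with 1 gene called higher, and at 88.1 from a combined copy number of 100. Of these subunits with the most copies, Polr2l had a log2 ratio of -0.27, Polr2e -0.30 and Polr2f 0.053, none of them called. The 5 genes of the GO term for transcription from its promoters stood at percentile 40.4. The 7 genes of nucleoside diphosphate metabolism had a median of -0.25 at percentile 13.4, and 0.14 at percentile 66.4 when genes with a combined copy number of at least 20 were taken.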

High percentages of up-regulated genes were found in the categories of ribonucleoside diphosphate biosynthetic process, cytokinesis, TGFβ pathway, regulation of tissue remodeling and RNA polymerase III function (Figure 4). Down-regulated genes were strongly associated with regulation of skeletal muscle tissue development, muscle fiber development, striated muscle cell development and fibronectin binding as shown in Figure 5. These results demonstrated VEGF might regulate muscle tissue remodeling. 

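The 32 smooth muscle genes with enough copies had a median log2 ratio of -0.51, below each of the random lists, and 9 of them were called lower and 1 higher. Csrp1, with the most copies of the list, fell from 13126 to 8743 copies, a log2 ratio of -0.55. Tagln and Myl9, the next in copies, had log2 ratios of -0.33 and -0.33. The 10 striated muscle genes had a median of -0.55 at percentile 0.55, and 5 of them were called lower. Acta1, the skeletal muscle actin, fell from 3385 to 1241 copies, a log2 ratio of -1.41, and Tnni2 from 408 to 99. Igf1, also in the striated muscle list, went from 1749 to 1857 copies. Without Cryab and Hopx, which the paper lists as regulated, the striated muscle median was -0.10 at percentile 34.1. Among the GO terms, muscle fiber development had a median of -0.51 over 12 genes at percentile 0.695, and a mean at percentile 2.54. The terms for development of striated muscle tissue, with 32 genes, and of skeletal muscle fibers, with 12, stood at percentiles 33.9 and 29.8. By the mean, -0.31, the list of skeletal muscle fibers stood at percentile 4.64. The decrease was not limited to muscle, since the 22 genes of the uterine stroma list had a median of -0.43 at percentile 0.10. The stroma genes with the most copies did not share this decrease, as Col1a1 had a log2 ratio of 0.58, Col1a2 1.04 and Col3a1 -0.08.

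**Figure D3:**
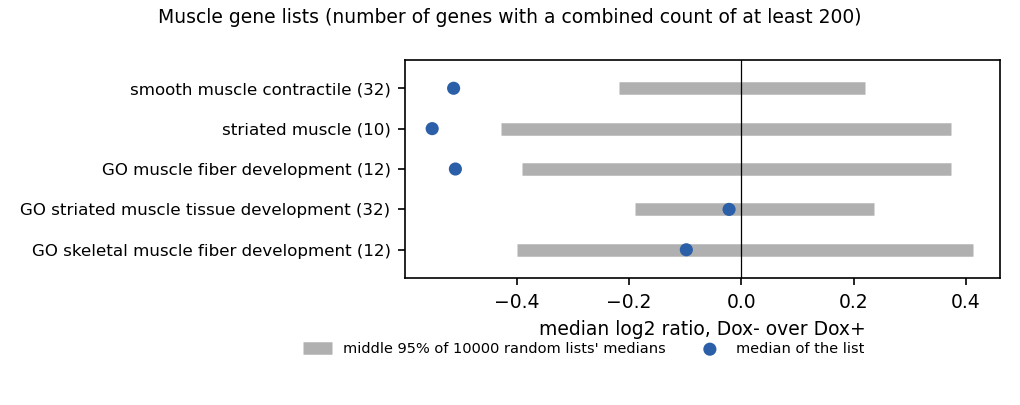
Median log2 ratio of Dox− over Dox+ (blue points) of the smooth and striated muscle lists and of GO terms for muscle, with the number of genes of each in brackets. Grey bars span the middle 95% of the medians of 10000 random lists matched on mean expression. The medians of smooth muscle, striated muscle and muscle fiber development lie to the left of their bars, and those of the other GO terms lie inside them.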

Previous studies have reported that TGFβ signaling pathway plays important roles in controlling apoptosis and cell survival during pregnancy [28].

**Figure 4:**
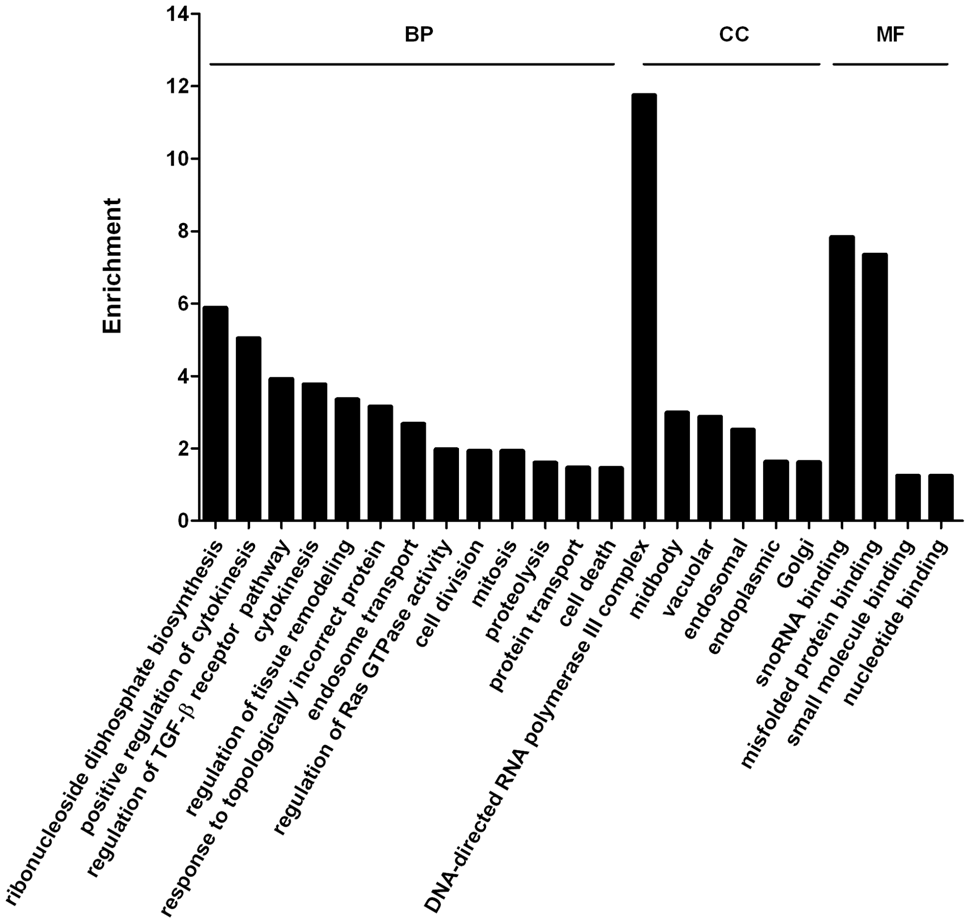
GO analysis of up-regulated genes by VEGF repression. Genes with combined expression level equal or higher than 200 copies (Dox+ plus Dox**−** ≥200) were used.

**Figure 5:**
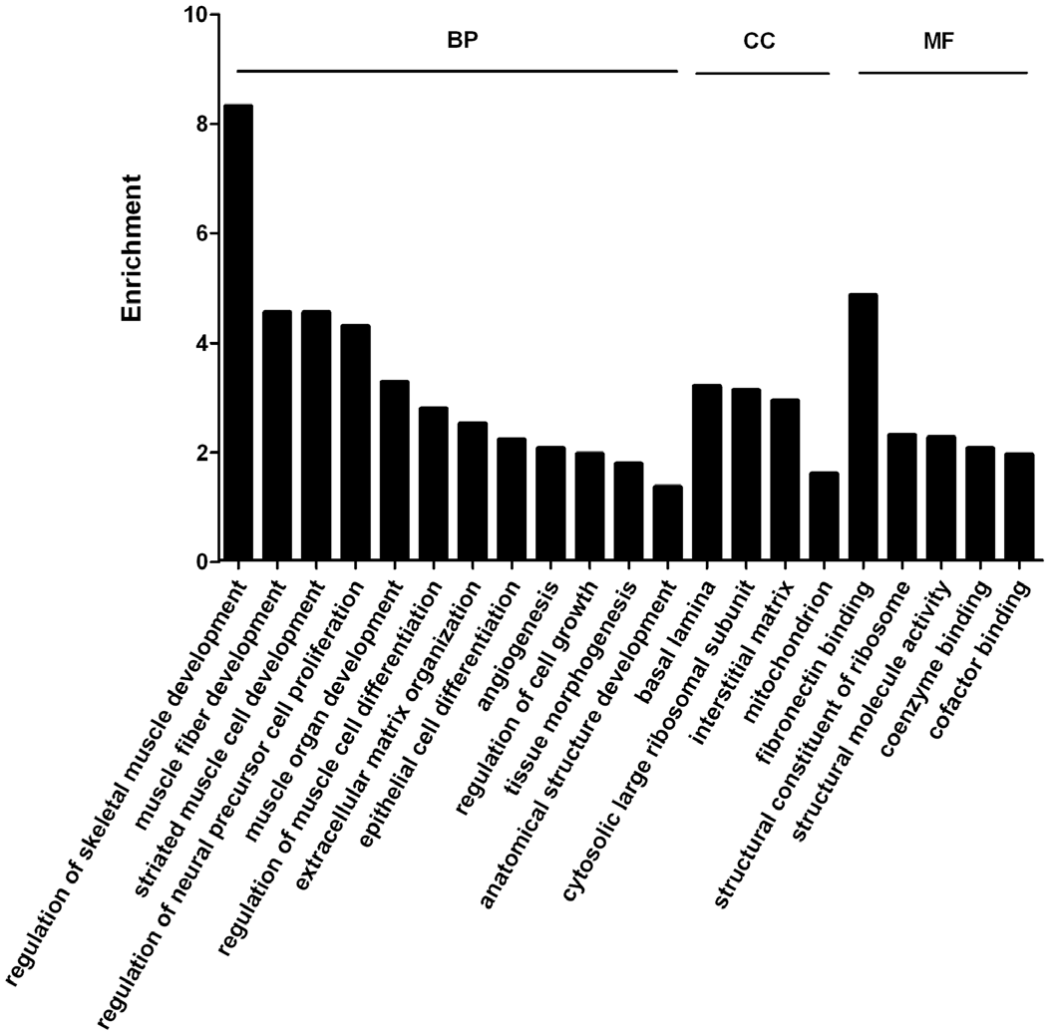
GO analysis of down-regulated genes by VEGF repression.

**Table 2:** Top 20 VEGF*-*regulated genes.

Up-regulated Genes Symbol	Fold of Change	Down-regulated Genes Symbol	Fold of Change
keratin 85, Krt85	233.85	low density lipoprotein receptor-related protein 2,Lrp2	10000
inhibin beta-B, Inhbb	55.20	angiopoietin-like 7, Angpt17	58.824
cartilage acidic protein 1, Crtac1	52.36	sulfotransferase family 1D, member 1, Sult1d1	38.46
serine peptidase inhibitor, Kazal type 11, Spink12	50.68	N-acetylneuraminate pyruvate lyase, Np1	37.04
protein tyrosine phosphatase, non-receptor type 5, Ptpn5	41.61	junction adhesion molecule 2, Jam2	30.30
lipocalin 2, Lcn2	35.47	cytotoxic T lymphocyte-associated protein 2 alpha,Ctla2a	24.39
purinergic receptor P2Y, G-protein coupled, 14, P2ry14	35.05	lymphoid enhancer binding factor 1, Lef1	22.73
peptidyl arginine deiminase, type I, Padi1	26.93	Norrie disease (pseudoglioma), Ndp	18.87
major facilitator superfamily domain containing 4, Msfd4	23.01	monoamine oxidase B, Maob	17.54
protein phosphatase 1, regulatory (inhibitor) subunit 1B, Ppp1r1b	22.70	Indian hedgehog, Ihh	16.95
v-myc myelocytomatosis viral related oncogene, neuroblastoma derived, Mycn	21.86	FXYD domain-containing ion transport regulator 4,Fxyd4	16.95
gap junction protein, beta 2, Gjb2	16.47	follistatin, Fst	16.13
shisa homolog 2, Shisa2	16.38	histidine decarboxylase, Hdc	13.89
lecithin-retinol acyltransferase, Lrat2	12.97	metallothionein 2, Mt2	12.05
angel homolog 1, angel1	12.69	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2, Hmgcs2	11.63
sex comb on midleg-like 4, Scml4	11.53	HOXA11 antisense RNA, Hoxa11as	11.36
receptor (calcitonin) activity modifying protein 3, Ramp3	10.31	protein kinase domain containing, cytoplasmic, Pkdcc	10.64
cellular retinoic acid binding protein I, Crabp1	8.69	claudin 1, Cldn1	10.00
stratifin, Sfn	8.11	transcription factor 23, Tcf23	9.52
aldo-keto reductase family 1, member C14, Akr1c14	7.85	calbindin 1, Calb1	9.35

KEGG analysis showed that up-regulated genes by VEGF repression were participating in proteasome, p53 signaling and progesterone-mediated oocyte maturation pathways (Figure 6A), indicating active protein degradation and apoptosis in developing uterus. 

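The 38 proteasome subunits with enough copies had a median log2 ratio of 0.29 at percentile 99.3, with 8 called higher and 1 lower. By the mean in place of the median, 0.20, the list stood at percentile 95.7. Of its members with the most copies, Psmb1 went from 2516 to 2578 copies, Psmb5 rose from 1701 to 2394 and Psme2 went from 1487 to 1414. The 10 genes that the table assigns to the proteasome complex stood at percentile 89.6. The 35 listed genes of p53 signaling had a median of 0.19 at percentile 90.8, with 11 called higher and 6 lower, and Igf1, Cycs and Ccnd1 had the most copies. When genes with a combined copy number of at least 100 were taken, the p53 median was 0.25 at percentile 97.8. The 49 genes of the GO term for the p53 response to DNA damage stood at percentile 94.5. Progesterone-mediated oocyte maturation was not analysed here as a list of its own.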

Down-regulated genes were associated with valine, leucine, lysine degradation, propanoate, fatty acid, pyruvate metabolism and TCA cycle. 

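The listed genes of valine, leucine and isoleucine degradation had a median log2 ratio of -0.44 over 36 genes, with 13 called lower and 2 higher. Propanoate metabolism had a median of -0.54 over 20 genes, fatty acid metabolism -0.43 over 27 and pyruvate metabolism -0.48 over 23. Each of these 4 medians lay at or below percentile 0.05 of the random lists, but the lists share genes. As 1 list of 67 genes they had a median of -0.43, below each of the random lists, with 24 called lower and 7 higher. By the mean log2 ratio, -0.25, fatty acid metabolism stood at percentile 3.26. The 26 listed genes of the citrate cycle had a median of -0.01 at percentile 33.2, with 1 called lower and 2 higher, and 0.10 at percentile 63.6 from a combined copy number of 20. Of its genes with the most copies, Pdha1 had a log2 ratio of 0.45, Mdh1 0.16 and Mdh2 -0.16. Lactate dehydrogenase genes went opposite ways, as Ldha rose by a log2 ratio of 0.89 to 10707 copies in Dox− and Ldhb fell by 1.20 on the log2 scale to 1916 copies. Pkm2 fell from 6674 to 3866 copies, Bcat1 from 3205 to 2018, Acaa2 from 1495 to 883, Adh5 from 1183 to 541 and Suclg1 from 1188 to 778. Oxct1, with 1546 and 1497 copies, differed by less than counting error. Lysine degradation was not analysed here as a list of its own.

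**Figure D4:**
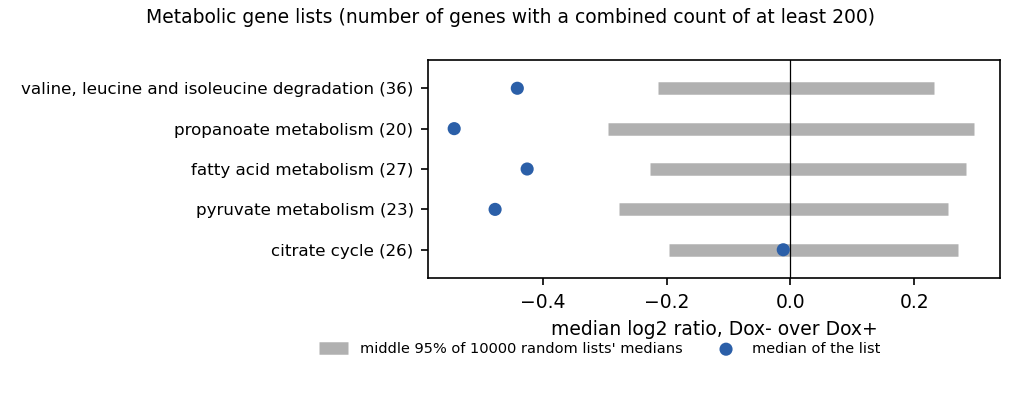
Median log2 ratio of Dox− over Dox+ (blue points) of 5 hand-written lists of metabolic genes, with the number of genes of each in brackets. Grey bars span the middle 95% of the medians of 10000 random lists matched on mean expression. The points of the first 4 lists lie to the left of their bars and the point of the citrate cycle lies inside its bar.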

Degradation and metabolic pathways were obviously down-regulated by VEGF repression (Figure 6B).

**Figure 6:**
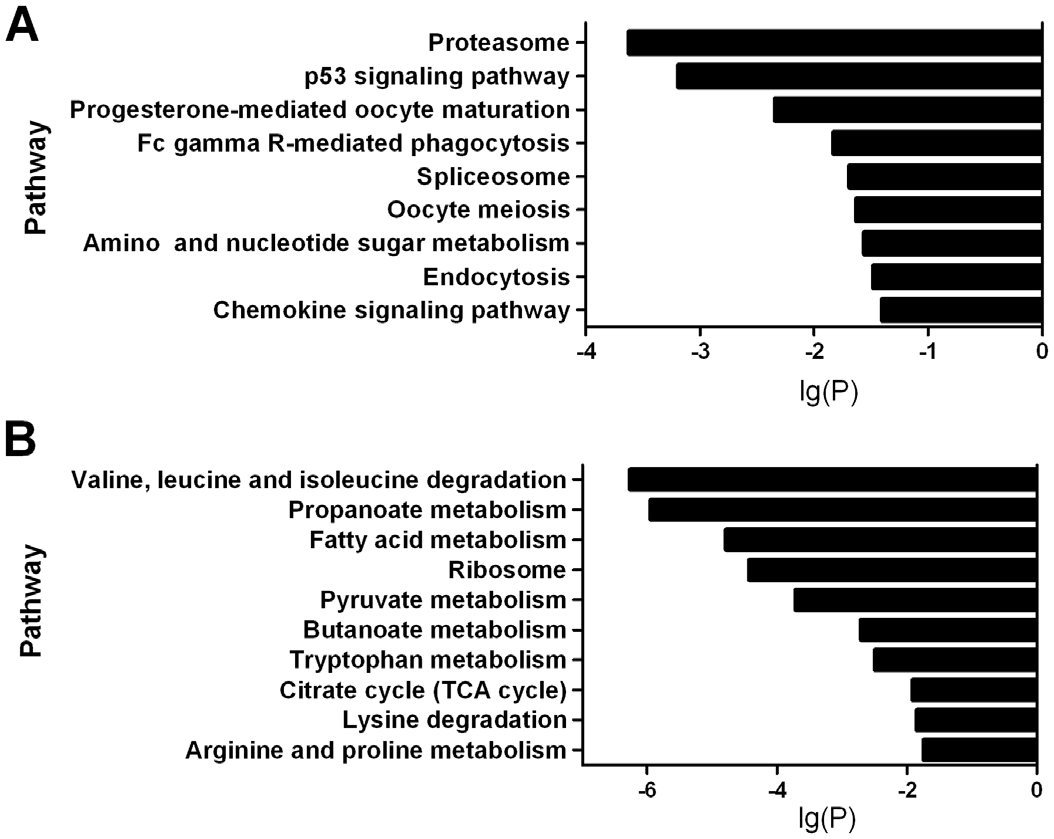
KEGG analysis of VEGF-regulated genes. Genes with expression level higher than 200 copies (Dox+ plus Dox**−** ≥200) were used. Pathway analysis was based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. The Y-axis represents the pathway category and the X-axis represents the log10 (p-value) of the significant pathways.

### Analysis of VEGF-regulated Antisense Transcript Expression

To determine whether VEGF regulates uterus development through antisense transcript expression, the antisense transcript levels were analyzed. There were 10247 and 10220 genes exhibited antisense transcriptions in Dox+ and Dox**−** uteri respectively. Most of antisense transcripts were less than 100 copies while sense expression was mostly more than 100 copies, indicating most of the antisense transcripts were probably non-specific (Figure 7A, 7B). Antisense expression levels showed correlation with sense expression, which also indicated possibility of non-specific transcription near active promoters and enhancers. The average expression level of antisense transcripts was about 10% of their sense transcripts (Figure 7C, 7D and Table S4). Analysis of antisense transcripts with copy number more than 100, 777 and 803 genes were expressed in Dox+ and Dox**−** samples, respectively. VEGF repression caused 310 up- and 205 down-regulation of antisense transcripts over 1.5 folds (Figure S8). The antisense transcripts with exceptionally high or low expression levels beyond the average were considered as important candidates in regulation of uterus development. Among them, 89 genes were up- and 80 down-regulated over 2.0 folds (Figure S8). Table S5 and Table S6 showed up- and down-regulated antisense transcripts over 3.0 folds.

**Figure 7:**
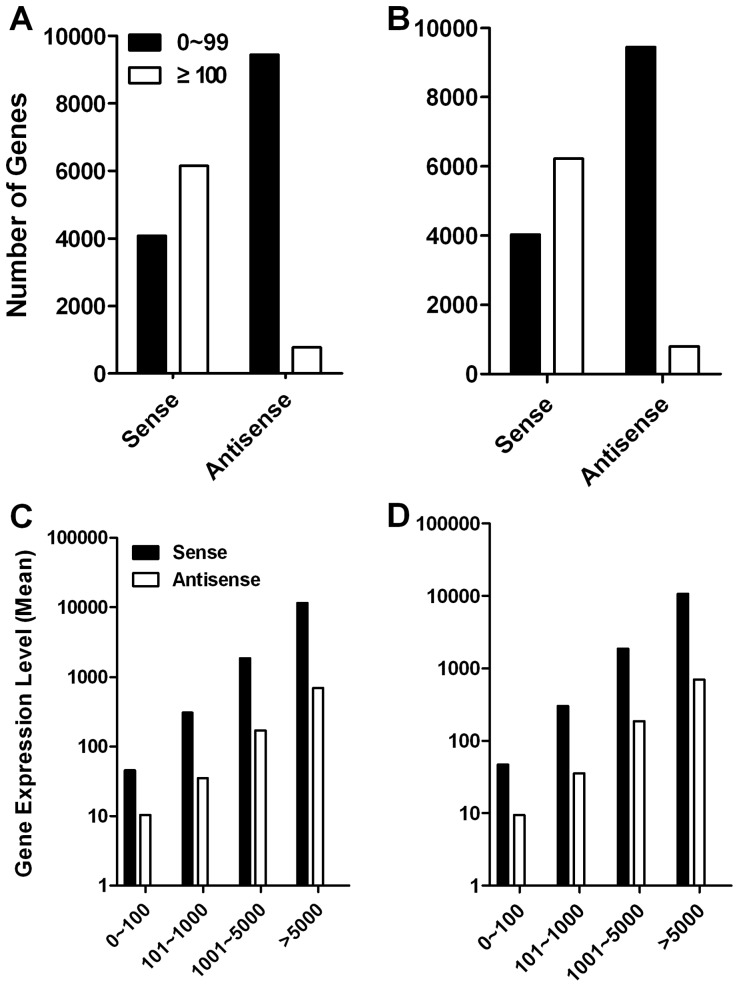
Antisense transcripts analysis. (**A**) Low and high expression sense and antisense transcript of Dox+ sample. (**B**) Low and high expression sense and antisense transcripts of Dox**−** sample. (**C**) Expression correlation analysis of sense and antisense transcripts in Dox+ sample (*r* = 0.9972). (**D**) Expression correlation analysis of sense and antisense transcripts in Dox**−** sample (*r* = 0.9968).

### Validation of DGE Results by qPCR

To validate the differentially expressed genes identified by DGE profiling, representative genes were confirmed by qPCR. 

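In the sequenced libraries, P2ry14 (chromosome 3, 58918548 to 58934546) rose from 58 copies in Dox+ to 1985 in Dox−, a fold change of 35.1 (95% interval 27.0 to 46.3). Gjb2 (chromosome 14, 57717437 to 57723539) rose from 72 to 1158 copies, 16.5-fold (13.0 to 21.2). Oxtr (chromosome 6, 112423678 to 112440884) rose from 84 to 593 copies, 7.23-fold (5.75 to 9.20). Car2 (chromosome 3, 14886426 to 14900769) rose from 365 to 1925 copies, 5.40-fold (4.83 to 6.06). The intervals of Oxtr and Car2 overlap, and those of P2ry14 and Gjb2 lie above both and apart from each other. The qPCR measurements were not analysed here.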

The up-regulated genes included purinergic receptor P2Y, G-protein coupled, 14 (P2ry14), gap junction protein, beta 2 (Gjb2), oxytocin receptor (Oxtr) and carbonic anhydrase 2 (Car2) (Figure 8A). 

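Vegfa, the repressed gene (chromosome 17, 46153942 to 46169326, minus strand), had 247 copies in the Dox+ library and 125 in the Dox− library. This was 48.2% lower, a ratio of 0.518 (95% interval 0.415 to 0.645) and a log2 ratio of -0.95, with P = 8.0e-10 from the two-sided exact Audic-Claverie test and an FDR of 7.16e-09. The target of the repression was thus lower in the library labelled Dox−. Sult1d1 (chromosome 5, 87983670 to 87998052) fell from 1328 to 34 copies, 38.1-fold (27.2 to 55.3). Ctla2a (chromosome 13, 61035516 to 61037986) fell from 29646 to 1184 copies, 24.4-fold (23.1 to 25.9). Ihh (chromosome 1, 74991891 to 74998246) fell from 646 to 37 copies, 17.0-fold (12.2 to 24.4), and Hdc (chromosome 2, 126419403 to 126445035) from 1928 to 137 copies, 13.7-fold (11.5 to 16.5). The intervals of Ihh and Hdc overlap. Each of these 4 genes changed more than Vegfa itself.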

The down-regulated genes were VEGF, sulfotransferase family 1D, member 1 (Sult1d1), cytotoxic T lymphocyte-associated protein 2 alpha (Ctla2a), histidine decarboxylase (Hdc) and Indian hedgehog (Ihh) (Figure 8B). Pearson’s correlation coefficients (*r*) were 0.972 and 0.931 for up- and down-regulated genes respectively.

**Figure 8:**
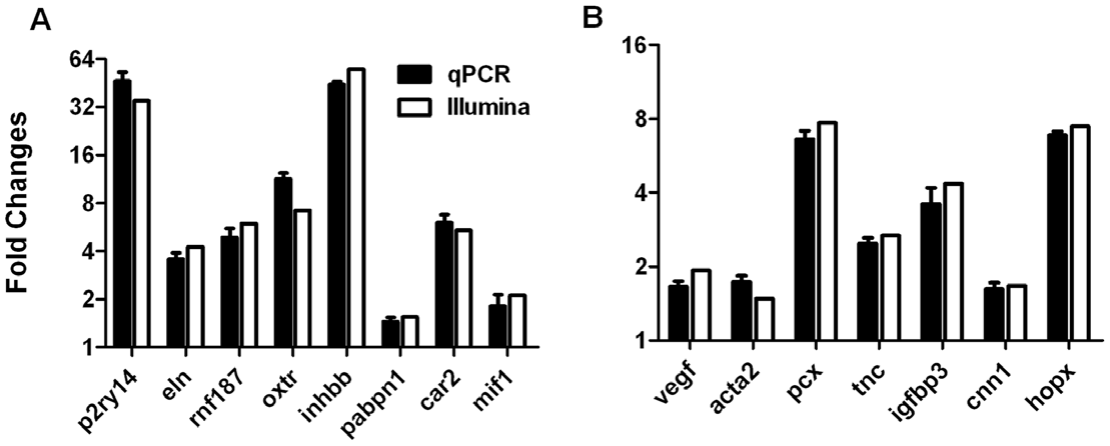
Validation of differentially expressed genes by qPCR. Representative genes were selected to validate the DGE results, (**A**) up-regulated genes and (**B**) down-regulated genes by VEGF repression. The Y-axis indicates the fold change of gene expression. Error bars represent standard error.

## Discussion

The critical role of VEGF in embryonic stage has been demonstrated by heterozygous lethality and dosage effect in the VEGF knockout mice [29]. It is difficult to study VEGF function in adult due to unavailable knockout mice and limited use of conditional knockout mice [30]. Our reversible repression system is an ideal model to overcome the above limits [19]. This study has shown that 54% reduction of VEGF mRNA had significant effect in number and scales of gene expression. More than 2000 genes were differentially expressed. Over 600 genes had more than 2 folds of change and near 100 genes more than 5 folds of change (Figure S7).

Among the highly expressed and VEGF-regulated genes, some have been previously identified active in uterus development and function. P2ry14, for example, is a G-protein coupled receptor for UDP-glucose, which triggers innate mucosal immunity in the female reproductive tract. It is exclusively expressed in human endometrial epithelial cells and plays important roles in preventing infection in the female reproductive tract. Patients with pelvic inflammatory disease showed increased IL8 and P2RY14 expression [31]. 

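No gene named Il8 is in the table, which is not a count of 0 and leaves IL8 involvement untested. Of 4 chemokine genes of the Cxcl family looked at beside P2ry14, 3 stood near the detection limit. These 4 genes were chosen after their values were seen. Cxcl1 had 0 copies in Dox+ and 2 in Dox−, too few for a fold change. Cxcl2 had 0 and 6 copies, with an FDR of 0.065 from the two-sided Audic-Claverie test. Cxcl5 had 0 and 10 copies, 3.41-fold higher in Dox− with Dox+ set to 3 copies. Cxcl15 fell from 254 to 134 copies, 1.85-fold (95% interval 1.50 to 2.30).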

Our results suggest that VEGF may regulate P2ry14 expression but there is no indication of IL8 involvement as reported. Spink12, an orthologue of human LEKTI2, was expressed in the epidermis and several epithelia including uterus. It functions as an inhibitor against keratinocyte-derived trypsin-like protease in epithelial cells vital to maintain barrier function [32]. Lipocalin-2 (Lcn2) is implicated in diverse physiological processes including apoptosis, ion transport, inflammation, cell survival and tumorigenesis. It has been reported playing roles in the human female reproduction and endometrial cancer [33]. Our study also identified Inhibin beta-B (Inhbb) which is subunit of activin and inhibin, two closely related glycoproteins but playing opposite biological roles [34]. Inhibin and activin family has been found playing roles in the paracrine regulation of endometrial receptivity, decidualization and implantation [35]. Protein tyrosine phosphatase non-receptor type 5 (Ptpn5) is highly expressed in muscle, uterus, skin and uterine corpus endometrioid carcinoma [36]. All the above genes were highly expressed and regulated by VEGF repression, but their connective roles in uterus preparation for implantation are still missing.

Some other highly expressed and regulated genes are known for their expression in uterus but roles in uterus function are not clear. Keratin 85 (Krt85) is a member of the keratin family expressed in muscle and uterus. It codes a type II hair keratin, a basic protein that heterodimerizes with type I keratins to form hair and nails [37]. Sulfotransferase family 1D, member 1 (Sult1d1) is another uterus and muscle expressed gene. FXYD domain-containing ion transport regulator 4 (Fxyd4) is a family member of small membrane proteins expressed in vascular smooth muscle [38], [39] and Metallothionein 2 (Mt2) is a metal binding protein and known to be involved in many functions including muscle contraction [40], [41]. These genes were down-regulated by VEGF repression and their roles need to be reinvestigated.

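Krt85 had 2 copies in the Dox+ library and 451 in the Dox− library, so that it was at least 154-fold higher in Dox−. The annotation used for positions has no match for it. Fxyd4 (chromosome 6, 117883747 to 117887353) fell from 1501 to 87 copies, 16.8-fold (95% interval 13.6 to 21.2). Mt2 (chromosome 8, 96696518 to 96697467) fell from 8168 to 660 copies, 12.1-fold (11.2 to 13.1).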

There are many genes expressed and up-regulated by VEGF repression in endometrium. 

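Cd24a (chromosome 10, 43298975 to 43304068) rose from 1333 copies in the Dox+ library to 7341 in the Dox− library, 5.64-fold (95% interval 5.32 to 5.98). Adh1 (chromosome 3, 137923955 to 137953662) rose from 417 to 1437 copies, 3.53-fold (3.16 to 3.95).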

CD24, for example, has been found expressed in a cyclic pattern in the normal endometrium and endometrial carcinoma [42]. The oxytocin receptor (Oxtr), receptor for the hormone and neurotransmitter oxytocin, has been found expressed in both myometrium and endometrium of uterus [43], [44]. ADH1 is specifically expressed in endometrial stromal cells, up-regulated by progesterone and may regulate retinoic acid synthesis [45].

Some genes are identified and found playing important function in other tissues but have never been reported in uterus. Gap junction beta-2 protein (Gjb2) is composed of two hemichannels and each has six connexin molecules. The structural feature of Gjb2 allows coupling of electrical and biochemical signals between cells and tissues, and generation of synchronized responses. Mutations of Gjb2 are associated with sensorineural deafness, skin disorders, peripheral neuropathy and cardiovascular disease [46], [47]. However, its expression is limited to brain and its roles in uterine epithelial cells have never been reported.

There are still other genes, including angel homolog 1 (Angel1), e74-like factor 3 (Elf3), ring finger protein 187 (Rnf187), receptor activity modifying protein 3 (Ramp3), carbonic anhydrase 2 (Car2) and collagen, type VI, alpha 4 (Col6a4), were highly expressed and up-regulated but with very limited information. 

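Angel1 (chromosome 12, 88041452 to 88067410) rose from 156 copies in Dox+ to 1933 in Dox−, 12.7-fold (95% interval 10.8 to 15.0), and Ramp3 from 188 to 1893 copies, 10.3-fold (8.87 to 12.0). The other genes rose less. Elf3 went from 185 to 1083 copies, a fold change of 6.00, Rnf187 from 291 to 1690 copies, 5.95, and Col6a4 from 302 to 1605 copies, 5.44. The intervals of Elf3 (5.13 to 7.05), Rnf187 (5.25 to 6.76) and Col6a4 (4.81 to 6.18) overlap, so that these genes were not told apart.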

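Pkdcc (chromosome 17, 83614623 to 83624410) fell from 2259 copies in Dox+ to 207 in Dox−, 10.7-fold (95% interval 9.24 to 12.3). Calb1 (chromosome 4, 15808411 to 15835211) fell from 1753 to 184 copies, 9.30-fold (7.99 to 10.9), and its interval overlaps that of Pkdcc. Gstm1 fell from 3476 to 593 copies, 5.72-fold (5.24 to 6.25), and belongs to a family of similar genes.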

Calbindin 1 (Calb1), protein kinase domain containing-cytoplasmic (Pkdcc), glutathione S-transferase, mu 1 (Gstm1) and cytotoxic T lymphocyte-associated protein 2 alpha (Ctla2a) were highly expressed and down-regulated by VEGF repression. These genes are found first time in uterus and their potential biologic functions should be further investigated.

Estrogen and progesterone are basic steroid hormones for reproduction. Their related synthases and receptors have been widely studied in the past decades [48]. 

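The GO column of the table assigns 109 genes to response to estrogen stimulus, of which 54 had a combined copy number of at least 200. Of these, 13 were called higher and 6 lower in Dox−, 27 had a log2 ratio above 0 and 27 below, and the median stood at percentile 33.5 of the random lists by genes with at least 200 combined copies and 72.0 with at least 100. Pam rose from 82 to 289 copies, 3.61-fold (95% interval 2.82 to 4.67). Esr1, the estrogen receptor alpha gene, rose from 165 to 262 copies, 1.63-fold (1.33 to 1.99), and Casp8 from 138 to 205 copies, 1.52-fold (1.22 to 1.90). Wfdc1 fell from 579 to 158 copies, 3.58-fold (3.00 to 4.29). Nr2f2 fell from 1012 to 660 copies, a log2 ratio of -0.58 and a fold change of 1.50 after rounding, which lies just under the threshold of 1.5 before rounding.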

We have found more than dozen of genes that are responsive to estrogen stimulation (Table 3). Oxtr, for example, is up-regulated more than 7 folds and Indian hedgehog (Ihh) is down-regulated more than 17 folds.

**Table 3:** VEGF-regulated genes associated to estrogen stimulus.

Up-regulated Gene Symbol	Fold of Change	Down-regulated Gene Symbol	Fold of Change
oxytocin receptor, Oxtr	7.23	Indian hedgehog, Ihh	17.05
peptidylglycine alpha-amidating monooxygenase, Pam	3.61	WAP four-disulfide core domain 1, Wfdc1	3.58
aldehyde dehydrogenase family 1, subfamily A2,Aldh1a2	2.77	annexin A1, Anxa1	2.41
cyclin A2, Ccna2	2.02	thioredoxin interacting protein, Txnip	2.18
matrix metallopeptidase 15, Mmp15	1.93	crystallin, alpha B, Cryab	1.72
suppressor of cytokine signaling 3, Socs3	1.66	phosphatase and tensin homolog, Pten	1.52
estrogen receptor 1, Esr1	1.63	nuclear receptor subfamily 2, group F,member 2, Nr2f2	1.50
suppressor of cytokine signaling 2, Socs2	1.60		
caspase 8, Casp8	1.52		

Among the uterus-expressed genes, many genes that were expressed at lower level have been functionally associated with regulation of cell proliferation and cell signaling. When analyzing genes expressed at higher levels, most of the genes were found to be participants in cellular structure and metabolism. The most striking group of genes, which are down-regulated by VEGF repression, are associated with muscle development and function (Figure 5). Over 800 uterus-specific genes were identified. Among them, one of the major groups was involved in histone modifications, an indication of active epigenetic regulation in uterus. Many genes, for example, are participating in histone H3-K36 demethylation and histone lysine demethylation. H3-K36 trimethylation has been found associated with active transcription.

Antisense transcripts have been found, in many cases, playing critical roles in developmental regulation [49]. Surprisingly, antisense expression is unexpectedly high and correlated to the sense expression. Most of antisense expressions at low levels may be non-specific and probably generated from the active promoters and enhancers. Nevertheless, there were antisense transcripts beyond the average, up- or down-regulated by VEGF repression. Those transcripts expressed at very high or very low levels under VEGF regulation is worth of further investigation. Hox, for example, plays important roles in Wnt signaling during uterine development [50], [51], [52]. Its expression is regulated by progesterone and menstrual cycles. 

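Hoxa11as, which the annotation calls a long intergenic non-coding RNA, lies on the plus strand of chromosome 6 from 52194392 to 52199798 and overlaps Hoxa11 on the minus strand, from 52192107 to 52196213. It fell from 1869 copies in Dox+ to 161 in Dox−, 11.3-fold (95% interval 9.64 to 13.4). Hoxa11 fell too, from 2573 to 785 copies, 3.20-fold (2.95 to 3.47).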

Hoxa11 antisense RNA (Hoxa11 as) was highly expressed and down-regulated by VEGF repression. The antisense transcripts may down-regulate Hox11 gene expression [53]. NME/NM23 family member 7 (Nme7) has been reported to be widely expressed in organs including uterus, a protein that exhibits ATP binding, metal ion binding and nucleoside diphosphate kinase activity. Its function involves brain development, smoothened signaling pathway and determination of left/right symmetry [54]. Nme7 antisense transcript was expressed at much higher level than sense transcript and regulated by VEGF. Other important antisense transcripts include four and a half LIM domains 1 (Fhl1) and CD24a antigen (Cd24a) that were also highly expressed and regulated by VEGF repression. The importance of these antisense transcripts needs to be determined.

In summary, this study has used the reversible repression system to study VEGF effect on uterus gene expression during pre-implantation stage. Many genes were found to be regulated by VEGF. VEGF participates in many biological processes and various functions, and probably regulates gene expression at higher levels. This study will provide large amount of information for researchers in the field. Further study is needed to discover their localizations and relationships to uterus development during the implantation stage.

## Supporting Information

Figure S1 **Saturation analysis of Dox+ and Dox− tag libraries.** The number of detected genes increased with the amount of data output. When the library size reached 1 million, approximate of 60% and 56% of documented genes were identified respectively, which were close to saturation in a particular tissue.
(TIF) Click here for additional data file.

Figure S2 **Tag distribution.** Number in the square brackets indicated specific category by copy number. Number in the parentheses indicated total numbers and percentage of tags in the category. Genes expressed with 100 copies or more took most of tags (76.80% to 74.03%), while genes expressed with 2–5 copies took most genes (64.56% to 61.99%), which may indicate background expression.
(TIF) Click here for additional data file.

Figure S3 **GO analysis of uterus-expressed genes with copy number between 100–499.**
(TIF) Click here for additional data file.

Figure S4 **GO analysis of uterus-expressed genes with copy number more than 500.**
(TIF) Click here for additional data file.

Figure S5 **KEGG analysis of uterus-expressed genes.** Genes with expression level higher than 100 copies were used. Signaling pathways which had a P-value<0.05 and FDR<0.05 were considered significant.
(TIF) Click here for additional data file.

Figure S6 **KEGG analysis of uterus-specific genes.**
(TIF) Click here for additional data file.

Figure S7 **Range distribution of up- and down-regulated genes.** Genes with combined expression level equal or higher than 200 copies (Dox+ plus Dox**−** ≥200) were used. There were 1231 up- and 1167 down-regulated genes with fold change ≥1.5 (**A**), 302 up- and 368 down-regulated genes with fold change ≥2.0 (**B**), and 42 up- and 49 down-regulated genes with fold change ≥5.0 (**C**), respectively.
(TIF) Click here for additional data file.

Figure S8 **Range distribution of up- and down-regulated antisense transcripts.** There were 310 up- and 205 down-regulated antisense transcripts with fold change ≥1.5 (**A**), 89 up- and 80 down-regulated antisense transcripts with fold change ≥2.0 (**B**), and 6 up- and 11 down-regulated antisense transcripts with fold change ≥5.0 (**C**), respectively.
(TIF) Click here for additional data file.

Table S1 **Total tags represented total number of clean tags, while distinct tags represented total kinds of tags.** Unambiguous mapped tags indicated the tags matched to only one gene.
(DOC) Click here for additional data file.

Table S2 **Up-regulated genes by VEGF repression at G2.5.** The table showed the most highly expressed and VEGF-regulated genes with fold change ≥5.0.
(XLS) Click here for additional data file.

Table S3 **Down-regulated genes by VEGF repression at G2.5.** The most highly expressed and VEGF-regulated genes with fold change ≥5.0.
(XLS) Click here for additional data file.

Table S4 **Analysis of antisense transcript expression.**
(DOC) Click here for additional data file.

Table S5 **VEGF up-regulated antisense transcripts.** Table showed fold of change over 3.0 and expression level more than 100 copies.
(XLS) Click here for additional data file.

Table S6 **VEGF down-regulated antisense transcripts.** Table showed fold of change over 3.0 and expression level more than 100 copies.
(XLS) Click here for additional data file.

Table S7 **Primer sequences for qPCR.**
(XLS) Click here for additional data file.

# Supplementary material for: Transcriptional Profiling of Mouse Uterus at Pre-Implantation Stage under VEGF Repression
**Source:** PLoS One. 2013 Feb 28;8(2):e57287. doi: 10.1371/journal.pone.0057287
**Supplement:** Table S1 — Total tags represented total number of clean tags, while distinct tags represented total kinds of tags. Unambiguous mapped tags indicated the tags matched to only one gene.

| **Tags** | **Dox+** | | **Dox-** | |
| --- | --- | --- | --- | --- |
| **Total tags** | **Distinct Tags** | **Total tags** | **Distinct Tags** |
| Raw Tags | 6143402 | 321211 | 6025112 | 348766 |
| Clean tags  (% to raw tags) | 5985925 (97.44%) | 164794  (51.30%) | 5844314  (97.00%) | 169030  (48.47%) |
| Copy Number >100  (% to clean tags) | 4597455  (76.80%) | 6500  (3.94%) | 4326450  (74.03%) | 6458  (3.82%) |
| Mapped clean tags  (% to clean tags) | 5205527  (86.96%) | 103642  (62.89%) | 4987573  (85.34%) | 114602  (67.80%) |
| Unambiguous mapped Tags  (% to clean tags) | 4849001  (81.01%) | 100282  (60.85%) | 4633643  (79.29%) | 111006  (65.67%) |
| Unknown Tags  (% to clean tags) | 386782  (6.46%) | 32561  (19.76%) | 436062  (7.46%) | 25958  (15.36%) |

# Supplementary material for: Transcriptional Profiling of Mouse Uterus at Pre-Implantation Stage under VEGF Repression
**Source:** PLoS One. 2013 Feb 28;8(2):e57287. doi: 10.1371/journal.pone.0057287
**Supplement:** Table S4 — Analysis of antisense transcript expression.

| **Numbers of genes at specific expression levels** | | | | |
| --- | --- | --- | --- | --- |
|  | Dox+ | | Dox- | |
| Expression levels | 0~99 | ≥100 | 0~99 | ≥100 |
| Sense | 4074 | 6147 | 4026 | 6222 |
| Antisense | 9443 | 778 | 9445 | 803 |
| **Average expression levels in a particular range** | | | | |
| Expression ranges | Sense | Antisense | Sense | Antisense |
| 0~100 | 45.542 | 10.373 | 47.043 | 9.424 |
| 101~1000 | 306.635 | 35.231 | 302.023 | 35.526 |
| 1001~5000 | 1855.616 | 170.828 | 1861.928 | 185.425 |
| >5000 | 11600.73 | 696.159 | 10633.81 | 701.019 |
| **Percentage of antisense to sense transcript in a particular range** | | | | |
| Expression ranges | Dox+ | | Dox- | |
| 0-100 | 22.78% | | 20.03% | |
| 101-1000 | 11.49% | | 11.76% | |
| 1000-5000 | 9.21% | | 9.94% | |
| >5000 | 6.00% | | 6.6% | |
| Average≥100 | 8.9% | | 9.43% | |

How the deposited data were processed for this re-analysis (not part of the article)

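Total RNA of 3 pooled uteri per condition, collected at G2.5, was measured by DGE tag profiling in 1 Dox+ library and 1 Dox− library. The authors removed adaptor-only and low quality tags and tags seen once, aligned the clean tags to mouse reference transcripts, and deposited a table of unambiguous tags per gene. The deposited counts are the number of clean tags the authors assigned to each gene in each library, without normalization. The TPM values were computed by the authors as the copy number per 1000000 clean tags, without a length correction, with 0.01 at a count of 0. The deposited ratio of each gene is the TPM of Dox− divided by that of Dox+, with its inverse, as computed by the authors. The log2 ratio was taken by the authors from the same TPM values. The P-value of each gene was computed by the authors with the test of Audic and Claverie and adjusted to an FDR. The restriction enzyme and the aligner are not named in the paper's text. The sample descriptions mention mRNA fragmentation in library preparation, while the paper describes DGE tag profiling. The copy numbers were read as tag counts here, and this difference was not resolved.

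The counts were used for all comparisons, and the clean tags of Table S1, 5985925 and 5844314, as library sizes. Genes with a combined copy number of at least 200 were compared with the two-sided Audic-Claverie test at an FDR below 0.05, at fold changes of 1.5, 2 and 5. Intervals are exact Clopper-Pearson intervals at 95% and cover counting error only. A count of 3 or fewer was set to 3 for fold changes, which are then lower bounds of the ratio of the observed counts, without counting error. No fold change was taken where both libraries had 3 or fewer. With 1 library per condition no test between conditions was possible.

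The comparisons, their tests, the alternatives, the rule for naming genes and 23 hand-written gene lists were fixed before the data were examined, apart from the additions named as such. By that rule the text names the genes the paper names at each claim, the 5 genes with the largest fold change in each direction past the thresholds with at least 3 counts in both libraries, and the 3 members of each hand-written list with the most copies. The members of the lists from GO terms are not named in this way. In addition, 14 lists of GO terms from the table were added after seeing the data, and further GO terms were used for expression levels alone. A list was summarised by the median log2 ratio of its members with a combined copy number of at least 200 and its percentile among 10000 random lists of the same size, drawn within 50 bins of mean expression, the list's own members included. Lists with fewer than 5 such genes were given no median.

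The alternatives were other copy number filters, TMM and median-ratio scaling, Fisher's exact test, the negative binomial exact test of edgeR with assumed coefficients of variation of 0.1, 0.2 and 0.4, a pseudocount of 1, an FDR below 0.001, an absolute log2 ratio above 0.5, TPM in place of copies, the mean in place of the median, random lists not matched on expression, and lists without the genes the paper names. A trend of the log2 ratio over 10 deciles of GC content and then of transcript length was subtracted as an alternative chosen after seeing the data. Positions, GC content and length were taken from the GENCODE annotation of NCBIM37.

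The methods were tested on data simulated with counting error alone, without variation between pools. The 95% intervals held the simulated ratio for 6255 of 6546 genes. With a coefficient of variation of 0.1 assumed in the test, edgeR called 95 of 95 genes changed at least 5-fold. Of simulated lists of 30 genes, 2 of 100 without a shift and 100 of 100 shifted by 0.5 fell outside percentiles 2.5 and 97.5. With the wider spread of the real log2 ratios, a shift of 0.5 put 43 of 100 random lists of 5 genes, 67 of 100 of 12 genes and 98 of 100 of 30 genes outside these percentiles, and without a shift 5, 6 and 8 were outside. A short list among the random lists is therefore not shown to be unshifted. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, were used. The qPCR measurements, the comparison with other tissues for uterus-specific genes, the counts of antisense transcripts over all genes and the GO and KEGG enrichment tools were not analysed here.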

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

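All tests of explanations in this part were chosen after the result they address was seen.

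A difference appeared in gene lists that the paper does not use, a list of genes induced by progesterone in the uterus and a list of genes induced by estrogen, both written from general knowledge. The 24 genes of the progesterone list with a combined copy number of at least 200 had a median log2 ratio, Dox− over Dox+, of -1.50, below each of 10000 random lists matched on mean expression, with 17 called lower and 1 higher. The 25 genes of the estrogen list had a median of 1.58, above each of the random lists, with 19 called higher and 1 lower. By contrast, the 54 genes of the GO term response to estrogen stimulus had a median of 0.0018 at percentile 33.5. The rise is therefore one of the hand-written list and not of estrogen response genes in general. Of the members with the most copies, Igfbp4, Hsd11b2 and Hoxa10 of the progesterone list had log2 ratios of -0.55, 0.53 and -1.52, and Ckb, Sprr2f and Igf1 of the estrogen list had -0.27, 1.73 and 0.12. The paper names 9 of the progesterone genes and 10 of the estrogen genes as regulated in these libraries, and 5 and 8 are also in another list. Without the genes the paper names, the medians were -0.85, below each random list, and 0.90, above each.

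The tables argue against GC content and transcript length as the whole cause of this pattern, and leave cell shares undecided. With the trend of the log2 ratio on GC content and transcript length subtracted, the medians were -1.49 and 1.66, still outside all random lists. The 20 genes of the progesterone list outside the stroma list differed from it by -0.98 on the log2 scale, below each random list. The 22 genes of the estrogen list outside the epithelium list lay 1.23 above it. These differences do not decide about a changed share of stroma or epithelium. Genes of 1 cell type alone would move further with its share than genes that other cells express too. The tables give no expression by cell type, and the percentiles take the reference list's median as exact. If 1 or 2 of the 3 pooled Dox− uteri had been in another state and the others at the Dox+ level, no gene would fall below 1 of 3 parts of its Dox+ level, provided that the uteri gave equal parts of the RNA, which the paper's text does not state. The upper bound of the ratio was below that level for 8 of the 24 progesterone genes. Under equal parts this argues against such a mixture for these 8 genes. It decides nothing for the other progesterone genes, and the rise of the estrogen list was not tested in this way.

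A changed share of stroma or epithelium stays open. So does a lower action of progesterone in the Dox− uteri. The median of -0.85 without the genes the paper names is part of the pattern itself and decides nothing about it. The progesterone receptor gene Pgr rose from 687 to 1251 copies. Its log2 ratio, 0.90, lay at the estrogen list's median without the genes the paper names. The level of the receptor gene does not measure progesterone action, so the rise of Pgr decides nothing about it. The paper reports a lower ovulation in Dox− mice, and neither hormone levels nor the number of corpora lutea of the pooled mice were analysed here. VEGF repression, doxycycline in the chow and a difference in hormonal state or stage between the pools cannot be told apart, because the design gives each pool 1 state of each and 1 library.

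A further signal lies in genes below the combined copy number of 200, which the paper leaves out. Of 8131 such genes, 299 had a fold change of at least 5 at an FDR below 0.05, 139 higher and 160 lower in Dox−, and 150 of them had 1 library with 3 copies or fewer, so that their fold change is a lower bound. Their median combined copy number was 37 and the lowest 15, and 7 are in the progesterone list and 0 in the estrogen list. Areg, an example chosen after its values were seen, had 31 copies in Dox+ and 0 in Dox−, 10.1-fold lower with Dox− set to 3 copies.

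Counting error is already taken into account by the FDR threshold that selects these genes. With the GC content and length trend subtracted, 283 of the 289 genes with those values kept a fold change of at least 5. Variation between pools stays open, because 46 of the 299 genes were called with an assumed coefficient of variation of 0.4, against 269 with 0.2, and the libraries give no estimate of it. The genes may differ by condition or by pool, and no biological explanation beyond the design was tested for them.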

How the results depend on the processing

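The counts of genes past the thresholds depended mainly on the copy number filter and on the variation between pools that was assumed, and little on the scaling. The cause of each change named here was not tested, unless the alternative itself takes in more or fewer genes. At a fold change of 1.5, the count of 1955 became 1106 with a combined copy number of at least 400 and 4121 with no filter. With a coefficient of variation of 0.2 or 0.4 assumed in edgeR's exact test it became 321 or 33. At a fold change of 2, the count of 670 became 1046 at a combined copy number of at least 100, 366 at 400, 2192 with no filter, 321 with an assumed coefficient of 0.2 and 33 with 0.4. At a fold change of 5, the count of 91 became 140, 58 and 390 under those filters and 33 with 0.4. Under the other alternatives the counts lay within 1.5 times these. TMM scaling kept 650 of the 670 genes and all 91, and median-ratio scaling kept 1867 of the 1955. These scalings shifted the median log2 ratio by -0.02 and -0.03. An assumed coefficient of 0.1 kept 1715 of the 1955, and the pseudocount of 1 kept 1946.

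TPM in place of copies gave 1121 and 1147 genes from 100 to 499 and 183 and 179 at 500 or more, in Dox+ and Dox−. The uterus-expressed genes became 1304 with 100 TPM as the threshold.

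Over 35 gene lists, 16 alternative values crossed the middle of the random lists, 13 moved outside their outer limits and 7 moved inside them, and the others did none of these. The limits, percentiles 2.5 and 97.5, were set after the percentiles were seen. Crossing the middle is from one side of percentile 50 to the other. Apart from the GO list for fatty acid metabolic process, each list that did so had its reported value inside the limits. The subtraction of the GC content and length trend, and the lists from GO terms, were added after seeing the data.

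At a combined copy number of at least 100, the GO list for fatty acid metabolic process had -0.15 (percentile 7.68), response to estrogen 0.079 (72.0), TGF-beta 0.058 (57.3), adipocytes -0.43 (1.06), ribosomal proteins -0.27 (0.76), leukocytes 0.51 (99.8) and p53 signaling 0.25 (97.8). At 20 they were 0.11 (74.6) for fatty acid metabolic process, 0.14 (66.4) for nucleoside diphosphate metabolic process, 0.079 (73.6) for response to estrogen, -0.030 (33.4) for tissue remodeling, -0.43 (0.94) for adipocytes, 0.10 (63.6) for the citrate cycle, 0.093 (70.1) for collagens, -0.27 (0.35) for ribosomal proteins and 0.61 (99.99) for leukocytes. By the mean they were -0.24 (3.07) for fatty acid metabolic process, -0.43 (2.54) for muscle fiber development, 0.094 (78.7) for response to estrogen, -0.012 (48.1) for tissue remodeling, 0.14 (61.5) for transcription from RNA polymerase III promoter, 0.0071 (50.7) for TGF-beta, -0.58 (1.78) for adipocytes, 0.14 (85.6) for collagens, -0.25 (3.26) for fatty acid metabolism and 0.20 (95.7) for the proteasome. With the GC content and length trend subtracted they were 0.18 (above percentile 97.5) for the p53 response to DNA damage, -0.033 (39.8) for tissue remodeling, -0.49 (1.81) for adipocytes, 0.047 (65.7) for collagens, -0.24 (1.72) for ribosomal proteins, -0.32 (5.44) for endothelial cells and 0.23 (98.1) for p53 signaling. Against random lists not matched on expression, ribosomal proteins had -0.27 (0.05). Without the genes the paper names, the citrate cycle had 0.10 (64.9) and striated muscle -0.10 (34.1). No alternative moved the smooth muscle, progesterone, estrogen, cytokinesis and mitosis, epithelium, stroma, propanoate, pyruvate or branched-chain amino acid lists, or the 4 metabolic lists together, inside the limits.

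Among 114 named genes, 336 alternative values kept their direction and their side of the FDR threshold, 2 passed it and 4 no longer did. These are Ccnd1, which passed it under both scalings, Igf1, which failed it under both, and Mdh1 and Ppp2r1a, which failed it under the median-ratio scaling.

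For the genes with fewer than 200 combined copies and a fold change of at least 5, an assumed coefficient of variation of 0.4, added after seeing the data, left 46 of 299, and the TMM and median-ratio scalings gave 301 and 315.

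No paired analysis was possible because each condition has 1 library, and for the same reason no library was left out. The alternatives set for antisense transcripts were not run, because the table holds sense counts alone. The lists of skeletal muscle cells and erythroid cells and the GO list of the citrate cycle enzyme complex had fewer than 5 genes with enough copies, and no median was taken. Depth limits the genes with 3 copies or fewer in 1 library to lower bounds.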

Differences from the paper's values

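No value compared with the paper's differed by the criteria used. These ask for a ratio above 1.5 between the values, do not count a lower bound that lies under the paper's fold, and compare 3 values of Table S3 on a scale multiplied by 1000. Without these exceptions Krt85, Lrp2, Pcx, Cdo1 and Gm13889 differ by more than 1.5 times. At a fold change of at least 1.5, 1955 genes were called, while the paper's number is 2398. With the threshold of the methods, an absolute log2 ratio above 0.5, set as an alternative before the data were examined, there were 2399, of which 1231 were higher and 1168 lower against the paper's 1231 and 1167. Dram1, with a log2 ratio of -0.50 after rounding, lies next to that threshold, and the authors' deposited log2 ratios gave 1231 and 1167.

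The lowest class of Table 1 held 51.4% of the genes in Dox+ and 51.0% in Dox−, while the paper's percentages are 55.71 and 56.00. With the genes at 0 copies added to that class, an alternative chosen after seeing the values, it held 55.7% and 56.0%, or 8178 and 8221 genes.

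Of the fold changes of the paper's Tables 2, 3, S2 and S3, 36 of 40, 16 of 16, 41 of 42 and 46 of 49 lay within 2% of those computed here, 3 of the 46 only after multiplication of the value here by 1000. These 3 are Pcx, Cdo1 and Gm13889, for which the paper's Table S3 prints 7692, 7634 and 7519 where the copies give fold changes that on a scale multiplied by 1000 are 7675, 7613 and 7503. Krt85 and Lrp2 had 2 and 0 copies in 1 library. Their lower bounds were 154 and 173.8, against the paper's 233.85 and 10000. With a pseudocount of 1 they were 154 and 522. The paper's Tables 2 and 3 give 16.95 and 17.05 for Ihh, and the value here was 17.0.

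The paper's discussion counts Krt85 with genes that went down, while it was higher in Dox− here and in the paper's Table 2. Nr2f2, in the paper's Table 3, had a fold change of 1.50 after rounding and was not called at 1.5, but was called with the absolute log2 ratio above 0.5.

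For several categories that the paper lists among up-regulated genes, the median of the genes here was not outside the random lists. They are the TGF-beta list (percentile 39.6, and 94.0 for the GO term), RNA polymerase III (50.0 for its subunits, and 88.1 at a combined copy number of at least 100), tissue remodeling (71.3), nucleoside diphosphate metabolic process (13.4), the 5 genes of the GO term cytokinesis (43.3, while the 22 genes of the hand-written list of cytokinesis and mitosis lay above each random list) and p53 signaling (90.8, and 97.8 at a combined copy number of at least 100). Among categories it lists as down-regulated, the same held for the citrate cycle (33.2) and for GO terms close to its muscle categories. Striated muscle tissue development stood at 33.9, and at 10.1 with the GC content and length trend subtracted, an alternative chosen after seeing the data. Skeletal muscle fiber development stood at 29.8, and at 4.64 by the mean. The GO term for acetyl-CoA biosynthesis from pyruvate, which the paper's text does not name, stood at 5.78. The paper tested enrichment of called genes against GO and KEGG databases, which is a different measure from a median. A shift of 0.5 would often not be found in the lists of 5 to 12 genes.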

Other observations

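All tests of explanations in this part were chosen after the result they address was seen.

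Lists of cell types, written from general knowledge, moved apart. The 19 genes of luminal and glandular epithelium with enough copies, of 24 listed, had a median log2 ratio of 0.53 at percentile 99.95, with 9 called higher and 2 lower. Of its members with the most copies, Krt19 had 0.43 and Krt8 0.19, and Cldn7 rose from 877 to 2263 copies. The 12 endothelial genes, of 35 listed, had -0.38 at percentile 1.98, with Sox17 at -1.73, Cd34 at 0.20 and Cdh5 at -1.01. The 8 adipocyte genes, of 20 listed, had -0.42 at percentile 2.90, with Cfd at -0.27, Dgat2 at -0.41 and Car3 at -0.96. The 12 leukocyte genes, of 22 listed, had 0.21 at percentile 83.3, with Cd74 at 0.83, Lyz1 at 0.65 and C1qb at 0.13. The 17 collagens had a median at percentile 45.5, and the 69 ribosomal proteins had -0.27 at percentile 3.30. The GO list for fatty acid metabolic process, with 25 genes, had -0.25 at percentile 1.61.

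The smooth and striated muscle lists were lower in Dox−, and so were the 4 metabolic lists together. GC content and transcript length are argued against as the whole cause, since with their trend subtracted the medians were -0.49 at percentile 0.01 for smooth muscle, -0.50 at percentile 1.65 for striated muscle and -0.45 for the metabolic lists, below each random list. A larger share of epithelium would lower all other lists alike, provided that epithelium does not express their genes. Relative to the stroma and endothelial lists, however, 12 leukocyte genes lay 0.66 higher at percentile 99.98. The 14 collagen genes outside those lists lay 0.38 higher at percentile 98.1. Under that condition, which the tables cannot check, this argues against epithelium alone. The percentiles take the median of the reference lists as exact. Skeletal muscle tissue in the Dox+ pool would bring its abundant transcripts together. The 11 skeletal markers other than Acta1 lost 452 tags together, net of gains, against 2114 for Acta1. The smooth muscle list lost 25558 tags, also net, which argues against skeletal muscle tissue as the source of its decrease. For the striated muscle list this comparison decides nothing, because Acta1 and Tnni2 are themselves members of it.

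What stays open for these lists is a lower share of muscle, stroma and endothelial cells together, which cannot be told apart from a change within the cells. Relative to the stroma and endothelial lists the differences were -0.055 at percentile 31.7 for smooth muscle, -0.093 at percentile 36.5 for striated muscle and 0.031 at percentile 57.8 for the metabolic lists, so that such a share may account for them, and whole uteri give no cell proportions. The stroma genes with the most copies do not follow such a share, since Col1a1 had a log2 ratio of 0.58, Col1a2 1.04 and Col3a1 -0.08. The skeletal muscle list has 12 genes in the table, of which 2 had at least 200 combined copies. Of the others, 9 were compared, and 8 of these were lower in Dox−. Among the 11 skeletal markers other than Acta1, 2 gained tags in Dox−. A small amount of skeletal muscle in the Dox+ pool cannot be told apart from a change in the uterus at these counts. Fat tissue in the Dox+ pool could contribute to the metabolic decrease. Net of gains in 17 of them, the 67 metabolic genes lost 6169.8 tags, with a largest loss of 2714, and the 8 adipocyte genes lost 1256 tags, with a largest loss of 341. This is 4.91 metabolic tags per adipocyte tag, and 8.95 without Ldha, which rose, so that 1 gene moves this ratio by more than 1.5 times. The levels of the metabolic genes in fat are not in the tables, which keeps this open. VEGF repression stays open as well, untested apart from the comparison itself.

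Rn18s, the 18S ribosomal RNA that served as qPCR reference, was 1.49-fold higher in Dox− by tags (95% interval 1.47 to 1.52). The qPCR was run on total RNA, and tags of these libraries need not follow its 18S ribosomal RNA. A shift of the qPCR reference is therefore not shown. The log2 ratio had a Spearman rho across 6417 genes of -0.144 with GC content and 0.0817 with transcript length, and genes are not independent replicates.

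The authors' deposited P-values of genes higher in Dox− stop short of the values of the Audic-Claverie test. Of 477 higher genes with a value below 1e-15, 318 have a deposited P-value above it, and 0 of 514 lower genes do. Krt85 has a deposited P-value of 1.18e-04, and the two-sided exact test gives 3.96e-134. Among 5354 higher genes with larger P-values, 98.2% lay within 1% of 2 times the strict upper tail, but these are not the genes with the limit. Whether an upper tail computed as 1 minus a summed probability gave the limit stays open, since rounding alone does not account for a value as large as 1.18e-04. All 1955 genes called here at a fold change of 1.5 also pass with the deposited FDR and log2 ratio.

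The copies per gene sum to 411495 and 415184 fewer tags than the unambiguous mapped tags of Table S1 in Dox+ and Dox−. These gaps were 9.27% and 9.84% of the sense copies. The paper's antisense percentages in Table S4 are 8.9 and 9.43, each an average over its expression ranges above the lowest. The percentage is larger in the lowest range and smaller in the highest, so these averages are not shares of all sense tags. Antisense tags are therefore only a candidate source of the gap.

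Antisense copies of 48 genes were computed from the folds and levels of the paper's Tables S5 and S6. If antisense tags were a fixed share of sense tags, their split between the libraries would equal the sense split. For 12 genes the split differed by Fisher's exact test with Benjamini-Hochberg adjustment over the 48 genes, 4 of 19 in Table S5 and 8 of 29 in Table S6, but these tables hold genes chosen for an antisense fold above 3, which favours such differences. With Bonferroni adjustment over 1580, the sum of the paper's numbers of genes with over 100 antisense copies in each library, 6 genes differed, namely Cd24a, Capza1, Nme7, Sdpr, Senp5 and Keap1, which argues against a fixed share for these 6 in these libraries. These tests take tags as independent molecules and cover counting error only. For Nme7 the sense copies fell 2.48-fold, while the paper's antisense fold is 7.413. For Senp5 the antisense copies went from 180 to 50 and the sense copies from 414 to 525. For the 36 genes that did not differ over the 48 the splits cannot be told apart, since the counts leave room for both. The sense copies went the same way as the antisense copies for 19 of 19 and 28 of 29 genes.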
